# Early age decline in DNA repair capacity in the liver: in depth profile of differential gene expression

**DOI:** 10.18632/aging.101120

**Published:** 2016-11-30

**Authors:** Avital Guedj, Anat Geiger-Maor, Hadar Benyamini, Yaval Nevo, Sharona Elgavish, Eithan Galun, Hagai Amsalem, Jacob Rachmilewitz

**Keywords:** DNA repair, aging, γH2AX, KAP-1, p53, RNAseq

## Abstract

Aging is associated with progressive decline in cell function and with increased damage to macromolecular components. DNA damage, in the form of double-strand breaks (DSBs), increases with age and in turn, contributes to the aging process and age-related diseases. DNA strand breaks triggers a set of highly orchestrated signaling events known as the DNA damage response (DDR), which coordinates DNA repair. However, whether the accumulation of DNA damage with age is a result of decreased repair capacity, remains to be determined. In our study we showed that with age there is a decline in the resolution of foci containing γH2AX and pKAP-1 in diethylnitrosamine (DEN)-treated mouse livers, already evident at a remarkably early age of 6-months. Considerable age-dependent differences in global gene expression profiles in mice livers after exposure to DEN, further affirmed these age related differences in the response to DNA damage. Functional analysis identified p53 as the most overrepresented pathway that is specifically enhanced and prolonged in 6-month-old mice. Collectively, our results demonstrated an early decline in DNA damage repair that precedes ‘old age’, suggesting this may be a driving force contributing to the aging process rather than a phenotypic consequence of old age.

## INTRODUCTION

Aging has been defined as a progressive decline in function at the cellular, tissue, and organism level as well as a loss of homeostasis. Aging at the molecular level is characterized by the gradual accumulation of molecular damage caused by environmental and metabolically generated free radicals [1]. While all biological macromolecules are susceptible to corrup-tion, damage to a cell's genomic DNA is particularly harmful. Age-related accumulation of unrepaired DNA breaks that lead to increased frequency of mutations and genomic instability [2–5], has long been proposed as a major source of stochastic changes that can influence aging (reviewed in [6, 7]).

DNA damage appears to be a central factor of aging, acting as both the cause and the consequence of aging. On the one hand, aging is a life-long process, influenced continually by environmental conditions. Factors such as diet, lifestyle, exposure to radiation and genotoxic chemicals seem to have a significant influence on the accumulation of DNA damage noted with age [8]. In turn, age-related accumulation of DNA damage may cause progressive and irreversible physiological attrition and loss of homeostasis, hence accelerating the aging process [9]. In this regard, it is important to note that most human premature aging diseases are associated with defects in the DNA damage repair mechanism [10–12]. Likewise, mice with genetic deficiencies in DSBs repair have much shorter lifespans than the wild-type [13]. Mice deficient in the DNA excision-repair gene Ercc1 have a median life span of 5-6 months [14]. Moreover, a recent study has provided direct evidence for the role of DSBs, the most dangerous type to the cell, in aging. The authors demonstrated that shortly after the induction of DSBs (as early as 1 month) livers of 3-month-old mice developed many phenotype characteristics of liver aging, indicating that DSBs alone can drive the aging process [15].

Hence, DNA damage is likely a key contributor to the aging process, however, it still remains to be determined what causes DNA damage accumulation with age and specifically whether compromised DNA repair leads to persistent DNA damage. A number of studies provided evidence supporting the notion that DNA damage repair activity declines in both aged mice and humans. These studies showed that diminished rates of DNA repair in aged animals results from reduced efficiency and fidelity of the molecular machinery that catalyzes DNA repair [16–19]. Further studies suggested that important proteins participating in various DNA repair processes exhibit an age-related decline in both basal and damage-induced expression levels [20, 21]. Other studies suggested an impaired or delayed recruitment of DNA repair factors, such as RAD51, to the DNA damage sites [20–23]. Regardless of the underlying mechanism, these studies demonstrate that old age is associated with decreased DNA damage repair capacity.

In a recent study, we demonstrated in 1-month-old mice that diethylnitrosamine (DEN)-induced DNA damage is resolved within 6 days, reflecting the efficiency of the DNA-repair mechanisms [24]. In the present study we extended this earlier observation to mice of various ages, in order to determine how age affects the extent of DSBs generation and the kinetics of the resolution. Rather than looking at the decline in DNA damage repair activity in ‘old’ mice we specifically looked for changes that occur in an age-dependent manner. Using this approach we demonstrated a surprisingly early-age decline in DNA damage repair and alteration in transcriptional profiles that precedes old age.

## RESULTS

### Age-dependent decline in DNA damage repair

To test the efficiency and kinetics of DNA damage repair *in vivo*, we induced DNA damage in mouse livers by a single injection of DEN. We performed immuno-fluorescence staining to detect cells containing phosphorylated histone H2AX (γH2AX) in liver tissue sections at various time points following the DEN injection. Using this mouse model we have previously demonstrated that cells positive for γH2AX appear 24h after DEN injection and persist up to three days post-injection. The DNA damage was resolved by day six post DEN treatment, and at this point in time the number of cells harboring γH2AX foci and their relative intensity significantly declined, leaving only a few cells with detectable foci [25]. One month-old mice were used in these previous experiments. In order to test whether DNA damage response declines with age, we compared the efficiency of DNA damage repair following DEN injection in 1-, 3-, 6- and 12-month-old mice.

Since DEN itself does not exert hepatocyte toxicity, it needs to be metabolically activated by cytochrome P450 enzymes (CYP) in the liver, predominantly by the cytochrome P450 2E1 (CYP2E1), resulting in DNA-adducts formed through an alkylation mechanism [26]. We, therefore, analyzed expression of this cytochrome P450 isoform by quantitative real time PCR. We did not detect any significant alterations in expression levels of CYP2E1 between mice at various ages (Supplementary Figure S1A). Furthermore, out of 117 CYP isoforms that were detected in an RNAseq analysis only 15 were differentially expressed between 1 month and 6 month-old mouse livers, and only 4 were upregulated with age. 

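RNA from the livers of untreated C57BL/6 male mice was sequenced in 2 libraries per age, each pooled from 3 mice, and the counts per gene were scaled by library size to CPM. Of 79 cytochrome P450 (CYP) genes with enough counts to test, 3 were higher and 11 were lower at 6 months than at 1 month at an adjusted p under 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 65 did not pass. The lower genes included Cyp2b9, Cyp2c40 and Cyp2c69, which adult mice express mainly in the female liver. Cyp2b9 (ENSMUSG00000040660, chromosome 7 of GRCm38 from 26173411 to 26210661) was measured at 72.4 ± 5.98 CPM (SD, n = 2) at 1 month and at 0.150 ± 0.0516 CPM (SD, n = 2) at 6 months. Cyp2b9 had a log2 fold change of -8.94 (standard error 0.818, adjusted p = 5.08e-05 from the same test), and at so few counts the size of the fall depends on the prior count. Cyp2c40 (ENSMUSG00000025004, chromosome 19 of GRCm38 from 39767071 to 39812814) fell from 264 ± 119.8 CPM (SD, n = 2) to 5.70 ± 0.994 CPM (SD, n = 2). Cyp2c40 had a log2 fold change of -5.53 (standard error 0.422, adjusted p = 1.14e-05 from the same test). The log2 fold change of Cyp2c69 was -6.39 (standard error 0.512, adjusted p = 1.43e-05) from the same test. The higher genes were Cyp7b1, Cyp2c67 and Cyp4a12b, of which the last pair was named after the values were seen. Cyp7b1 (ENSMUSG00000039519, chromosome 3 of GRCm38 from 18071950 to 18243338), the oxysterol hydroxylase of the alternative bile acid pathway, rose from 41.5 ± 22.8 CPM (SD, n = 2) to 268 ± 126 CPM (SD, n = 2). Cyp7b1 had a log2 fold change of 2.69 (standard error 0.410, adjusted p = 0.00404 from the same test). For Cyp2c67 the log2 fold change was 1.02 (standard error 0.207, adjusted p = 0.0261), and for Cyp4a12b it was 2.09 (standard error 0.467, adjusted p = 0.0405), both from the same test. Adjusted over the list alone, 5 were higher and 15 lower. The list's median log2 fold change was -0.30, with a camera adjusted p of 3.33e-07 against all other genes and an adjusted p = 0.339 with an estimated correlation. The table holds 117 CYP genes, of which 101 had a count in some library. Leaving out 6-month-old control replicate 1 or replicate 2 gave 9 or 8 CYP genes in place of 14. Without 1-month-old control replicate 1 there was 1 higher gene, and without 6-month-old control replicates 1 and 2 there were 2 and 1. Lower genes numbered 7 without 1-month-old control replicate 2, 7 without 6-month-old control replicate 1 and 7 without replicate 2. A model of only the groups compared called 8 CYP genes, all of them lower. For Cyp2c67 the adjusted p was 0.158 without 1-month-old control replicate 1 and 0.158 without 6-month-old control replicate 2. For Cyp4a12b it was 0.190 without 1-month-old control replicate 1 and 0.161 and 0.145 without 6-month-old control replicates 1 and 2. Values of near-identical copies in the Cyp2a, Cyp2b, Cyp2c, Cyp3a and Cyp4a clusters are uncertain because such copies can share reads.

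**Figure D1:**
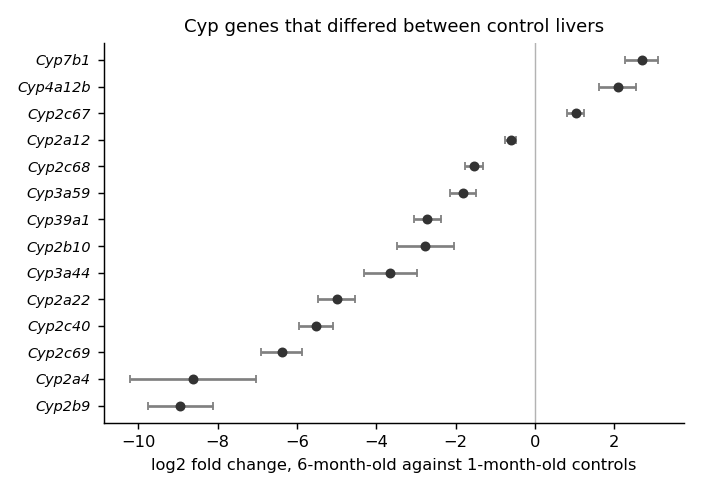
Log2 fold change between 6-month-old and 1-month-old control livers (horizontal axis, bars show the standard error) of the CYP genes that passed the test. Genes to the right of 0 were higher at 6 months (3 genes) and genes to the left were lower (11 genes).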

Consistent with similar metabolic activation of DEN at all ages, we detected comparable levels of DNA double strand breaks, as indicated by γH2AX immuno-fluorescence, 48h after DEN insult. There was no significant difference in the extent of initial damage noted in the liver two days after DEN injection in mice of all ages, however, the extent of residual DSBs six days after DEN injection was significantly higher in 6- and 12-month old mice as compared to younger mice (Fig. 1A). The extent of DNA damage repair was calculated by dividing the area of DNA damage at the peak of damage (after 48h) and the residual damage after the resolution phase (6 days post DEN treatment). While, approximately 80% of the initial damage was resolved in 1- and 3-month-old mice by day 6, only ~25% of the damage was resolved in 6- and 12 month old-mice although the intensity of γH2AX staining was somewhat lower compared to 48h post DEN treatment (Fig. 1A).

**Figure 1:**
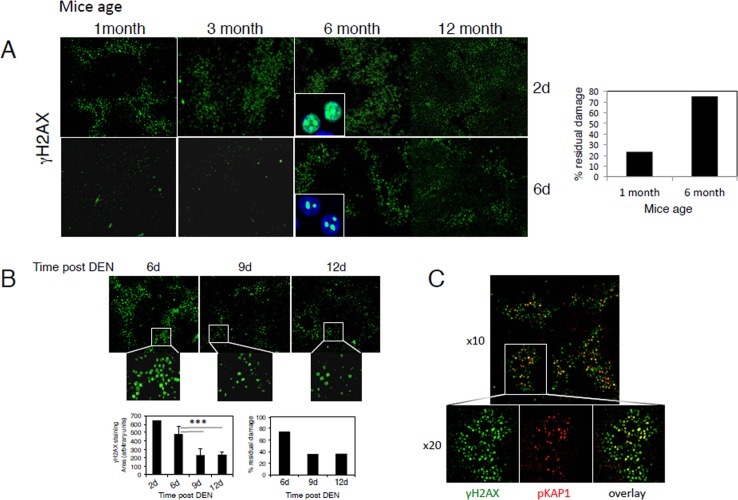
Age-dependent decline in the repair of DEN-induced DNA damage (**A**) Mice at the indicated ages were injected with DEN and sacrificed after two and six days. Representative low power filed images of γH2AX staining in liver sections are shown (x4 objective). The percentage of DNA damage repair was calculated by dividing the amount of DNA damage at the peak of damage after 48h and the residual damage after the resolution phase 6 days after DEN treatment. The percentage of residual damage in 1-month compared to 6-month-old mice is shown (right panel). Insets (high power images -objective x40) depict γH2AX (green) in hepatocyte nuclei (DAPI; blue). (**B**) Six-month-old mice were injected with DEN and the levels of residual damage after 6, 9 and 12 days were determined as above. Insets depict the lower density and intensity of γH2AX staining in 9 and 12 days compared to 6 days post DEN. Graph (lower left panels) shows γH2AX staining areas 2-12 days after DEN injections in 6-month-old mice (average ± STD). The percentage of DNA damage repair was calculated as in A (lower right panel). An average of at least four mice in each group is shown. *** p<0.0005. (**C**) Representative image of γH2AX (green) and pKAP-1 (red) staining demonstrating pKAP-1 foci overlapping with γH2AX at sites of DSBs.

Interestingly, the level of residual damage in 6-month-old mice further declined to around 40% at days 9 and 12 after DEN treatment and the intensity of residual foci were further reduced as compared to day 6 (Fig. 1B), suggesting that with age DNA damage repair process is both impaired and significantly delayed.

The heterochromatin protein KRAB-associated protein (KAP-1), a co-repressor of gene transcription, is phosphorylated by Ataxia telangiectasia mutated (ATM) at serine 824 in response to DNA damage. Phosphorylated KAP-1 (pKAP-1) forms foci overlapping with γH2AX at sites of DSBs [27, 28] and was suggested to control DNA repair in hetero-chromatin [29, 30]. We, therefore, performed immuno-fluorescence staining to detect pKAP-1 in liver tissue sections from various ages and at various time points following DEN injection. Like γH2AX, pKAP-1 foci were clearly evident after DEN injection, and were co-localized with relatively intense γH2AX-positive nuclei (Fig. 1C). The time-dependent appearance and recovery of pKAP-1 followed the same pattern and kinetics as γH2AX at all mouse ages (Supplementary Fig. S1B and not shown), thus confirming γH2AX results. However, pKAP-1 foci seemed to resolve better than γH2AX foci that are more persistent (Supplementary Fig. S1B).

### DEN induces age-dependent changes in gene expression profiles

To more sensitively detect potential age-related changes in DEN-induced DNA damage response in the liver we used RNAseq analysis. 

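Livers of C57BL/6 males aged 1 or 6 months were taken from untreated controls and at 2 and 6 days after 1 intraperitoneal injection of DEN, a nitrosamine that hepatocytes activate to a DNA-alkylating agent. At each age there were 2 control libraries and 3 libraries per day after DEN, 16 libraries in all, and each was made from equal amounts of RNA of 3 mice. The spread between libraries is therefore a spread between pools, which is smaller than the spread between mice. No controls are labelled as taken on day 2 or day 6. In the younger mice a change with age over these days therefore cannot be told apart from one after DEN. The sample labels give 25 mg/kg body weight as the dose where the methods give 25 mg/g and the discussion 25 mg/kg, and they give the younger mice as 3 to 4 weeks old where the paper gives 1 month. Total counts per library were 26036739 to 31785053 (median 28910896) in 1-month-old controls, 21592732 to 27411518 (median 25329702) at day 2 and 21486961 to 28841861 (median 26213334) at day 6. In 6-month-old mice they were 21475231 to 34459774 (median 27967502.5) in controls, 23783510 to 30606448 (median 28071029) at day 2 and 19039330 to 33828996 (median 25272265) at day 6. The mean was 26.6 M counts, on which the values here rest, while the paper gives about 30 M reads per library. The authors mapped the reads with TopHat to GRCm38 with Ensembl annotation and deposited raw counts per gene, with the fold changes and adjusted p-values of their own DESeq2 tests. How reads were assigned to genes, and whether strand was used, is not given in the sources used here, so overlapping and antisense genes cannot be told apart by their counts. From the raw counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was run on 15684 genes that passed the filter on low counts, in 1 model of all 16 libraries and 6 groups, with TMM scaling. A gene was taken as changed at an adjusted p under 0.1, the threshold of the paper. The authors' own test compared models of age, day and their interaction in DESeq2, and their calls are named here as those of the authors' deposited table. The comparisons, the alternatives to them, the rule for the genes named and the lists of pathways and cell types were chosen before the data were examined. Lists were compared with all other genes by camera with a preset correlation of 0.01 between members, and again with the correlation estimated from the data. The lists of p53 target genes, of the intrinsic apoptosis machinery and of NRF2 signaling and oxidant defence are not independent evidence, because names printed in Fig. 3 and Fig. 4 had been seen when they were written.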

We specifically looked for genes that are differentially expressed two and six days after DEN treatment in 1- and 6-month-old mice (the earliest age where DNA damage resolution decline was detected). 

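Libraries of the same group differed in genes of the circadian clock. Dbp, a transcription factor of the clock output, ranged from 0.376 to 128 CPM among the 8 libraries of 1-month-old mice and from 6.24 to 80.3 CPM among the 8 of 6-month-old mice. Arntl, whose product drives the clock, ran the opposite way, from 0.805 to 37.8 CPM at 1 month and from 1.15 to 22.4 CPM at 6 months. A clock score, the mean log2 CPM of 9 genes that peak with Dbp minus that of 5 genes that peak with Arntl, was defined after this was seen. In 1-month-old mice it was -0.289 ± 3.70 (SD, n = 2) in controls, 0.401 ± 3.74 (SD, n = 3) at day 2 and -1.18 ± 2.80 (SD, n = 3) at day 6. In 6-month-old mice it was -0.0654 ± 0.1998 (SD, n = 2), 0.618 ± 2.23 (SD, n = 3) and 0.395 ± 1.77 (SD, n = 3), in the same order. The lowest scores belonged to 3 libraries of 1-month-old mice, control replicate 2 (-2.90), day 2 replicate 3 (-3.88) and day 6 replicate 2 (-4.38). In the same order, they had the lowest shares of counts on mitochondrial genes, at 2.39%, 3.52% and 2.18% against 3.82% to 5.28% elsewhere. Their shares on the 10 most abundant genes were the highest, at 12.8%, 12.7% and 13.7% against 10.7% to 12.0%. Their TMM factors were the lowest, at 0.926, 0.906 and 0.923 against 0.971 to 1.097. The mean of 7 cholangiocyte markers fell as the score rose, with a Pearson's r of -0.920 (permutation p = 0.00506, adjusted 0.0506) and a Spearman's rho of -0.853 (permutation p = 0.00786, adjusted 0.0576) over the 16 libraries, each centred on its group mean. Without 1-month-old day 6 replicate 2 and day 2 replicate 3, which lay farthest from the median score, r was -0.853. For the stellate cell markers r was -0.695 (permutation p = 0.0153, adjusted 0.0510), rho was -0.621 (permutation p = 0.0414, adjusted 0.138) and r without that pair was -0.551. For the neutrophil markers r was -0.604 (permutation p = 0.0125, adjusted 0.0510), rho was -0.582 (permutation p = 0.0115, adjusted 0.0576) and r without that pair was -0.624. The other 7 of the 10 relations in this family had adjusted p-values of 0.206 or more for r. The first principal component of log2 CPM took 31.8% of the variance and had Cyp2b9 among its largest loadings, and the second took 16.8% and had Serpina1b, Serpina1d, Npas2 and Dbp among its largest. Alb (ENSMUSG00000029368, chromosome 5 of GRCm38 from 90460897 to 90476602), the gene of serum albumin, is listed at 0 in all 16 libraries of the deposited counts. Serpina1b (ENSMUSG00000071178, chromosome 12 of GRCm38 from 103728156 to 103830373) and Serpina1d are listed at 0 in 6 of them, so no level is given for these genes. Replicates correlated at r = 0.972 to 0.986 across genes, which are not independent replicates.

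**Figure D2:**
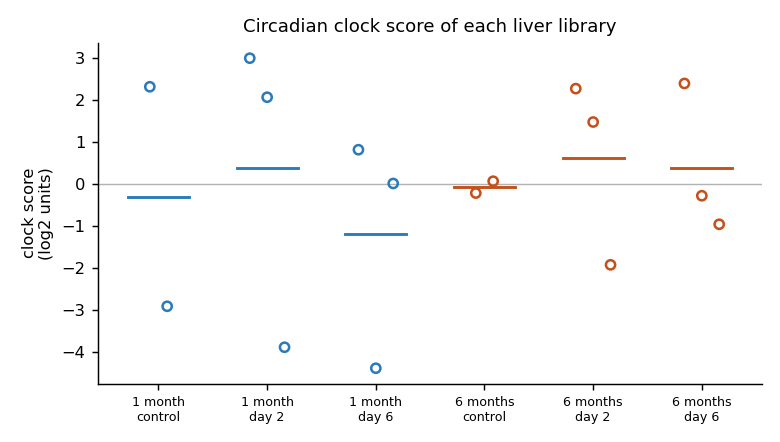
Clock score (vertical axis, log2 units) of each of the 16 libraries by group. Each circle is a library and each bar the mean of its group, and the lowest circles are the 3 libraries of 1-month-old mice at -2.90, -3.88 and -4.38.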

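Of 15684 genes tested at day 2 after DEN in 1-month-old mice, 2 rose and 1 fell. All 3 calls were lost in a model of only the groups compared, where the adjusted p was 0.391 for Ddit4l at day 2 in 1-month-old mice and 0.376 for Atp8b5 at day 2 in 1-month-old mice. The genes that rose were Ddit4l, a stress-induced inhibitor of mTOR signaling, and Atp8b5, a phospholipid-transporting ATPase. Ddit4l (ENSMUSG00000046818, chromosome 3 of GRCm38 from 137621612 to 137628333) rose from 1.03 ± 0.320 CPM (SD, n = 2) in controls to 5.11 ± 1.76 CPM (SD, n = 3). Ddit4l had a log2 fold change of 2.30 (standard error 0.316, adjusted p = 0.0352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atp8b5 (ENSMUSG00000028457, chromosome 4 of GRCm38 from 43267159 to 43373833) rose from 0.987 ± 0.0940 CPM (SD, n = 2) to 5.68 ± 2.2 CPM (SD, n = 3). Atp8b5 had a log2 fold change of 2.52 (standard error 0.350, adjusted p = 0.0352 from the same test). In every library at day 2 both genes were above every control library. Several p53 target genes had large fold changes that did not pass. Phlda3 (ENSMUSG00000041801, chromosome 1 of GRCm38 from 135766119 to 135769136), an inhibitor of Akt, was at 1.23 ± 0.105 CPM (SD, n = 2) in controls and 16.9 ± 14.8 CPM (SD, n = 3) at day 2. Phlda3 had a log2 fold change of 3.79 (standard error 0.792, adjusted p = 0.269 from the same test). Ddias (ENSMUSG00000030641, chromosome 7 of GRCm38 from 92857525 to 92874247), a regulator of apoptosis after DNA damage, had a log2 fold change of 1.61 (standard error 0.281, adjusted p = 0.2002 from the same test). At an unadjusted p under 0.05 there were 1123 genes, and DESeq2 called 86, 41 higher and 45 lower. The count was 1 without 1-month-old control replicate 1 and 1 without replicate 2, and 53, 0 and 11 without day 2 replicates 1, 2 and 3. Without the filter on low counts it was 131, without the 3 libraries of lowest clock score 7 and with the clock score as a covariate 10, and in libraries of 1 age with that covariate no call was kept. For Ddit4l the adjusted p was 0.278, 0.231 and 0.122 without 1-month-old control replicates 1 and 2 and day 2 replicate 2. For Atp8b5 it was 0.278, 0.284 and 0.122 without 1-month-old control replicates 1 and 2 and day 2 replicate 2.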

Two days after DEN-treatment 89 differentially expressed genes were identified in livers of 1 month old mice that were classified into two clusters based on the expression profile using hierarchal clustering. 

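The gene that fell in 1-month-old mice at day 2 was Serpina4-ps1 (ENSMUSG00000092075), a pseudogene of the serpin cluster that was named after its value was seen, with a log2 fold change of -2.76 (standard error 0.431, adjusted p = 0.0844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.680, 0.646, 0.143 and 0.121 without 1-month-old control replicate 2, day 2 replicates 2 and 3 and day 6 replicate 1 and 0.151, 0.150, 0.171 and 0.150 without 6-month-old control replicates 1 and 2, day 2 replicate 2 and day 6 replicate 2, and its call was also lost in a model of only the groups compared. The genes that the authors' deposited table calls higher at day 2 all had a positive log2 fold change in the counts, with a median of 1.18 (quartiles 0.84 and 1.83), and all had an unadjusted p under 0.05. Among them, Eda2r (ENSMUSG00000034457, chromosome X of GRCm38 from 97333840 to 97377216), a death receptor of the TNF family, was at 1.38 ± 0.213 CPM (SD, n = 2) in controls and 6.98 ± 3.84 CPM (SD, n = 3) at day 2, a log2 fold change of 2.34 (standard error 0.456, adjusted p = 0.261 from the same test). Tnfrsf10b (ENSMUSG00000022074, chromosome 14 of GRCm38 from 69767472 to 69784403), the mouse receptor of TRAIL, had a log2 fold change of 1.67 (standard error 0.390, adjusted p = 0.335 from the same test). The genes that this deposited table of the authors calls lower all had a negative log2 fold change and an unadjusted p under 0.05 as well, with a median of -1.19 (quartiles -1.58 and -0.84). Among these were Fhit (ENSMUSG00000060579, chromosome 14 of GRCm38 from 9550092 to 11162035), a fragile-site tumor suppressor, at 2.62 ± 0.2497 CPM (SD, n = 2) and 1.07 ± 0.214 CPM (SD, n = 3), and Oat, an ornithine aminotransferase of hepatocytes near the central vein. Their log2 fold changes were -1.29 (standard error 0.330, adjusted p = 0.387) and -1.27 (standard error 0.284, adjusted p = 0.315) from the same test. These medians are of genes chosen on the same libraries and are not independent evidence of their direction. Of the higher genes 2 and of the lower genes 1 also passed when adjusted over all genes tested here.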

One cluster contained 47 genes that were downregulated as compared to the control and the second cluster contained 42 upregulated genes (Fig. 2A). Overall, most differentially expressed genes (both up- and down-regulated) returned to baseline levels by day 6, thus demonstrating that the response to DEN was largely resolved at the transcriptome level. This hypothesis was reinforced by the finding that only eight of the 89 differentially expressed genes at day 2 were also differentially expressed at day 6, and all together only 18 genes were found to be differentially expressed in day 6 as compared to the control (Fig 2D). 

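At day 6 in 1-month-old mice, Ddit4l was at 3.15 ± 0.849 CPM (SD, n = 3) and Atp8b5 at 3.93 ± 1.08 CPM (SD, n = 3), between their levels in controls and at day 2. Their log2 fold changes against controls were 1.597 (standard error 0.315, adjusted p = 0.569) and 1.98 (standard error 0.350, adjusted p = 0.569) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the 3 genes that changed at day 2, the median ratio of the log2 fold change at day 6 to that at day 2 was 0.695, and no ratio exceeded 1. In genes that the authors' deposited table calls lower at day 2, the median size of the log2 fold change was 1.19 at day 2 and 0.30 at day 6, a median ratio of 0.290 (quartiles 0.183 and 0.488). In those that the authors' deposited table calls higher it was 0.83 at day 6, a median ratio of 0.720 (quartiles 0.585 and 0.790), and 2 of 42 were larger at day 6. In the direct test of day 6 against day 2, 0 of the 47 lower genes and 0 of the 42 higher genes passed with edgeR's test, 37 and 13 had an unadjusted p under 0.05, and over all genes DESeq2 called 31. Nnmt (ENSMUSG00000032271, chromosome 9 of GRCm38 from 48591877 to 48605153), a nicotinamide methyltransferase, which was named after its value was seen, was the 1 gene that differed between the days, at 33.7 ± 1.81 CPM (SD, n = 3) at day 2 and 84.2 ± 28.1 CPM (SD, n = 3) at day 6. In untreated 6-month-old livers Nnmt was at 95.8 ± 9.92 CPM (SD, n = 2). A rise with age between the days was therefore not separated from one after DEN. Nnmt had a log2 fold change of 1.32 (standard error 0.187, adjusted p = 0.0857 from the same test). This call was lost with DESeq2's size factors, in a model of only the groups compared and in 12 of the 16 fits without 1 library. The adjusted p was 0.146, 0.527, 0.497 and 0.118 without 1-month-old day 2 replicates 1, 2 and 3 and day 6 replicate 1 and 0.171, 0.170, 0.152, 0.188, 0.182, 0.114, 0.223 and 0.154 without 6-month-old control replicates 1 and 2, day 2 replicates 1, 2 and 3 and day 6 replicates 1, 2 and 3. Because genes picked for their change at day 2 share their control libraries with day 6, a ratio lies above 0 with no effect, and for the 3 genes with the smallest p in simulated libraries with no effect it was 0.663 on average (0.283 to 1.17 over 20 simulations). Without 1-month-old control replicate 1 the median ratio of the genes changed at day 2 was 0.257, without control replicate 2 1.01, without day 2 replicate 1 0.331 and without day 6 replicate 3 0.347, and without day 2 replicate 2 no gene was left to give a ratio.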

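At day 6 in 1-month-old mice, p53 target genes that had been high at day 2 lay above controls without passing the test. Plk2 (ENSMUSG00000021701, chromosome 13 of GRCm38 from 110395044 to 110400844), a polo-like kinase induced by p53, was at 9.30 ± 1.12 CPM (SD, n = 2) in controls and 16.7 ± 3.59 CPM (SD, n = 3) at day 6. Plk2 had a log2 fold change of 0.84 (standard error 0.192, adjusted p = 0.6998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ddias was at 1.95 ± 0.751 CPM (SD, n = 2) and 4.91 ± 0.965 CPM (SD, n = 3), a log2 fold change of 1.32 (standard error 0.281, adjusted p = 0.606 from the same test). Srd5a1, a steroid 5-alpha-reductase, had a log2 fold change of 0.88 (standard error 0.178, adjusted p = 0.569 from the same test). Igf2bp3, an mRNA-binding protein of the fetal liver, had a log2 fold change of -1.001 (standard error 0.203, adjusted p = 0.569 from the same test). In untreated 6-month-old livers Srd5a1 was at 123 ± 3.5 CPM (SD, n = 2) and Igf2bp3 at 0.434 ± 0.151 CPM (SD, n = 2), so both moved toward the older level. With edgeR, 0 of 15684 genes passed at day 6, 426 had an unadjusted p under 0.05, and DESeq2 called 19, 14 higher and 5 lower. The 426 are fewer than evenly spread p-values would give, so they are no sign of further changes. Leaving out 1-month-old control replicate 2 or day 2 replicate 3 gave 1 gene at day 6 in each case, which was also the number then changed on both days. With all libraries the days shared 0 genes with edgeR and 8 with DESeq2. Without the filter on low counts 49 genes changed at day 6 and 19 on both days, and without the 3 libraries of lowest clock score 2 and 1. All 13 genes that the authors' deposited table calls higher at day 6 had a positive log2 fold change in the counts with an unadjusted p under 0.05, at a median of 1.36, and the 5 that it calls lower a negative one, at a median of -1.38. Between untreated livers all 13 were also higher at 6 months than at 1 month, at a median of 0.97. Of the 5 genes, 4 were also lower there, at a median of -1.355. A change with age over the 6 days was therefore not separated from one after DEN. Across genes, which are not independent replicates, the log2 fold changes of both days correlated at r = 0.531, where simulated libraries with no effect and the same controls gave 0.600 (0.568 to 0.640). Their covariance was 0.101 against a simulated 0.106 (0.0977 to 0.118). The same sign on both days was found in 71.5% of genes, against the simulated 70.2% (69.6% to 71%). The simulated libraries lack the clock differences of the real ones, so this range cannot decide whether that is an effect. The controls were not split because each part would keep 1 library.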

Remarkably, most downregulated genes in 1-month-old mice were not differentially expressed in 6-month old mice. In contrast, most upregulated genes in 1 month old mice were also upregulated in 6-month old mice, however they did not return to basal levels at day 6 (Fig. 2A).

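Of the 47 genes that the authors' deposited table calls lower at day 2 in 1-month-old mice, 4 fell at day 2 in 6-month-old mice, namely Fhit, Oat, Glul and Wwox. Fhit was at 2.54 ± 0.0456 CPM (SD, n = 2) in 6-month-old controls and 0.508 ± 0.238 CPM (SD, n = 3) at day 2. Fhit had a log2 fold change of -2.29 (standard error 0.344, adjusted p = 0.00826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Oat (ENSMUSG00000030934, chromosome 7 of GRCm38 from 132557475 to 132576398) fell from 1276 ± 31.6 CPM (SD, n = 2) to 343 ± 94.3 CPM (SD, n = 3). Oat had a log2 fold change of -1.89 (standard error 0.285, adjusted p = 0.00826 from the same test). Glul (ENSMUSG00000026473, chromosome 1 of GRCm38 from 153899944 to 153909723), the glutamine synthetase of hepatocytes around the central vein, fell from 1037 ± 6.78 CPM (SD, n = 2) to 388 ± 46.4 CPM (SD, n = 3). Glul had a log2 fold change of -1.42 (standard error 0.219, adjusted p = 0.00994 from the same test). Wwox (ENSMUSG00000004637, chromosome 8 of GRCm38 from 114439655 to 115352708), like Fhit a tumor suppressor at a fragile site, had a log2 fold change of -0.88 (standard error 0.168, adjusted p = 0.0443 from the same test). The median log2 fold change of the 47 genes in 6-month-old mice was -0.12 (quartiles -0.31 and 0.04), 33 of 47 being negative. Foxa1, a liver transcription factor, is an example of a gene with opposite signs, at -0.74 (standard error 0.173, adjusted p = 0.335) in 1-month-old and 0.33 (standard error 0.176, adjusted p = 1) in 6-month-old mice from the same test. Between untreated livers, 42 of the 47 had a lower value at 6 months than at 1 month, with a median log2 difference of -0.67 (quartiles -1.11 and -0.42), and 9 of them passed. In the other direction, 1 of the 47 passed as higher at 6 months. That call was lost under several settings, among them without 1-month-old day 6 replicate 3 and without 6-month-old day 2 replicate 3. Of the 47, 3 passed as lower at 6 months without 1-month-old control replicate 2, 3 without 6-month-old control replicate 1, 4 without the 3 libraries of lowest clock score and 2 in a model of only the groups compared, and without 6-month-old control replicate 2 no such call was kept. The number was 18 without the filter on low counts, 16 with the clock score as a covariate and 15 with DESeq2. The difference between the ages was not tested for the 47 genes as a group, and the 1-month-old controls enter both the choice of the genes and the comparison of untreated livers. For Fhit, Oat and Glul the adjusted p was 0.130, 0.114 and 0.154 without 6-month-old control replicate 2. For Wwox it was 0.289, 0.518, 0.168, 0.206 and 0.207 without 6-month-old control replicates 1 and 2 and day 2 replicates 1, 2 and 3.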

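Of the 42 genes that the authors' deposited table calls higher at day 2 in 1-month-old mice, 17 rose in 6-month-old mice at day 2 and 15 were raised at day 6. Both groups included the p53 target genes Plk2, Ddias and Aen, an apoptosis-enhancing nuclease, and the glutamate receptor subunit gene Gria3. Plk2 was at 15.0 ± 0.449 CPM (SD, n = 2) in 6-month-old controls, 58.2 ± 4.44 CPM (SD, n = 3) at day 2 and 48.2 ± 3.94 CPM (SD, n = 3) at day 6. The log2 fold changes of Plk2 were 1.96 (standard error 0.197, adjusted p = 0.000300) at day 2 and 1.69 (standard error 0.195, adjusted p = 0.00135) at day 6 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ddias was at 2.00 ± 0.115 CPM (SD, n = 2), 13.6 ± 1.75 CPM (SD, n = 3) and 10.7 ± 1.49 CPM (SD, n = 3) in the same order, with a log2 fold change of 2.76 (standard error 0.289, adjusted p = 0.000415 from the same test) at day 2 and 2.42 (standard error 0.286, adjusted p = 0.00153) at day 6. The 42 genes had a median log2 fold change of 0.86 (quartiles 0.16 and 2.22) at day 2 in 6-month-old mice, with 35 of 42 positive and 23 at an unadjusted p under 0.05. At day 6 the median was 0.92 (quartiles 0.23 and 1.95), with 38 positive and 22 at an unadjusted p under 0.05. Fos, an immediate early gene, did not pass in 6-month-old mice, where its log2 fold change was 0.24 (standard error 0.454, adjusted p = 1) at day 2 from the same test. Gdf15, a secreted stress cytokine, had a log2 fold change of 1.17 (standard error 0.528, adjusted p = 1) there. Of the 42 genes 10 and 6 rose at day 2 without 6-month-old control replicates 1 and 2, and at day 6 these numbers were 7 and 6. Without day 6 replicates 1 and 3 of that age 7 and 8 were raised at day 6. With DESeq2 20 rose at day 2 and 20 were raised at day 6, where the authors' deposited table calls 21 and 20. Values of Plk2 and Ddias passed in each of the 16 fits without 1 library.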

**Figure 2:**
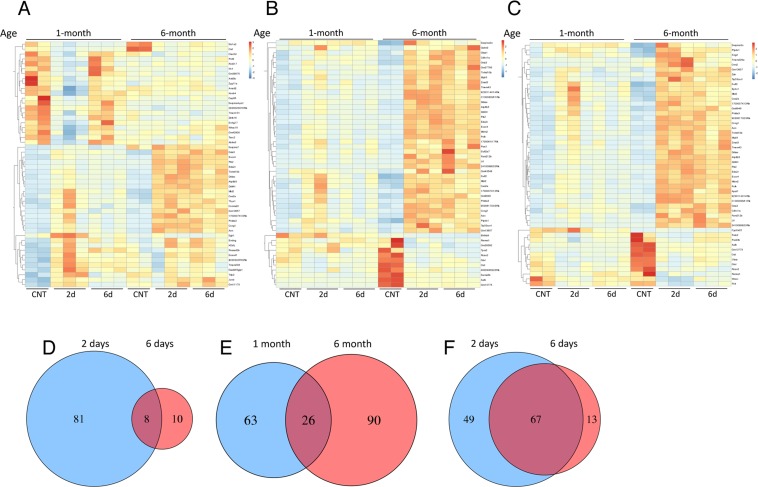
DEN-induced, age-dependent differential gene expression profiles Heat maps depicting RNAseq gene expression profiles of mouse liver after DEN treatment. Hierarchical clustering analysis of top 50 differentially expressed transcripts in mouse livers 2 days after DEN treatment compared to control untreated livers in 1-month-old mice (**A**), 6-month-old mice (**B**) or genes differentially expressed at day 6 after DEN treatment compared to control in 6-month-old mice (**C**). Venn diagrams show the number of genes detected as differentially expressed by the DESeq2 package. (**D**) Comparing day 2 to day 6 in 1-month-old mice. (**E**) Comparing day 2 in 1-month and 6-month-old mice. (**F**) Comparing day 2 to day 6 in 6-month-old mice; demonstrating resolution of the response in day 6 in 1-month but not 6-month old mice with relative little overlap in the transcriptional response between the two ages at day 2.

In 6-month-old mouse livers, 116 genes were significantly differentially expressed at day 2 in contrast to 1-month-old mice where the majority of these genes (both up- and down-regulated) did not resume basal expression levels at day 6 (Fig. 2B). 

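In 6-month-old mice 38 genes rose and 12 fell at day 2, of 15684 tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among those that rose were Atp8b5, from 1.19 ± 0.233 CPM (SD, n = 2) in controls to 15.3 ± 1.71 CPM (SD, n = 3), and Ddit4l, from 1.30 ± 0.0541 CPM (SD, n = 2) to 12.7 ± 0.726 CPM (SD, n = 3). Their log2 fold changes were 3.70 (standard error 0.355, adjusted p = 0.000228) and 3.28 (standard error 0.316, adjusted p = 0.000228) from the same test. Serpina3n, an acute phase protease inhibitor of a gene family whose copies can share reads, had a log2 fold change of 1.22 (standard error 0.194, adjusted p = 0.0130 from the same test). Its adjusted p was 0.234 and 0.169 without 6-month-old control replicates 1 and 2. Rcan2 (ENSMUSG00000039601, chromosome 17 of GRCm38 from 43801851 to 44039516), an inhibitor of calcineurin, fell from 7.24 ± 0.738 CPM (SD, n = 2) to 2.19 ± 0.520 CPM (SD, n = 3). Rcan2 had a log2 fold change of -1.72 (standard error 0.294, adjusted p = 0.0225 from the same test). Rcan2 was at 1.78 ± 0.650 CPM (SD, n = 3) at day 6, a log2 fold change of -2.02 (standard error 0.299, adjusted p = 0.0127 from the same test). Across the 50 genes the median ratio of the log2 fold change at day 6 to that at day 2 was 0.874 (quartiles 0.727 and 0.953), and 7 of them were larger at day 6. With edgeR, 0 of the 50 passed in the direct test of day 6 against day 2, 10 had an unadjusted p under 0.05, and DESeq2 called 3 genes in all. In simulated libraries with no effect and the same controls, the 50 genes with the smallest p had a mean ratio of 0.607 (0.453 to 0.710), so part of the ratio comes from the shared controls. DESeq2 called 115 genes at day 2, 88 higher and 27 lower. The count of 50 was 12 without 6-month-old control replicate 2 and 31 without day 2 replicate 1. Without the filter on low counts it was 135, and in libraries of this age with the clock score as a covariate 111. The adjusted p of Rcan2 was 0.308, 0.106 and 0.111 without 6-month-old control replicate 2 and day 2 replicates 1 and 2 at day 2 and 0.251 without 6-month-old control replicate 2 at day 6.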

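Ddit4l and Atp8b5 rose at day 2 at both ages, the only genes to do so at an adjusted p under 0.1 with edgeR, where DESeq2 found 24 shared genes. For these genes the difference of the day 2 response between the ages was 0.98 (standard error 0.427, adjusted p = 0.943) and 1.18 (standard error 0.476, adjusted p = 0.943) on the log2 scale from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 38 genes that rose at 6 months had a median log2 fold change of 2.08 there and of 0.84 in 1-month-old mice, and each was larger at 6 months. The 12 that fell had a median size of 1.72 at 6 months and 0.86 at 1 month. In the test of the difference itself, 0 of the 38 and 1 of the 12 passed with edgeR, the latter being Aatk, a kinase linked to apoptosis, while 21 and 2 had an unadjusted p under 0.05 and DESeq2 called 4 genes in all. These genes were picked at 6 months, which by itself makes their 6-month values larger. Independent lists of 2 and 38 raised genes would share 0.00485. The covariance of the log2 fold changes at both ages was 0.0284 across genes, which are not independent replicates, and -0.00148 on average in simulated libraries with no effect (-0.0155 to 0.00793). The ages had the same sign in 48.7% of genes, against a simulated 49.9% (49.3% to 50.8%). The simulated libraries lack the clock differences of the real ones, so these ranges cannot decide whether either value is an effect. The number of shared genes was 0 without 1-month-old control replicate 1, 1 without control replicate 2, and 5, 0 and 11 without day 2 replicates 1, 2 and 3 of 1-month-old mice. Without the filter on low counts it was 28, without the 3 libraries of lowest clock score 7 and with the clock score as a covariate 6, and in a model of only the groups compared or of 1 age with that covariate neither gene was shared.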

Surprisingly, despite the comparable response to DEN at day 2 (Figure 1A), 1 month and 6 month old mice shared only 26 differentially expressed genes at day 2 (Fig. 2E). Comparing 6 days post DEN to the control revealed 80 differentially expressed genes, 67 of which were shared with the differentially expressed genes at day 2 (Fig. 2F). 

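At day 6 in 6-month-old mice 30 genes were higher and 9 lower than in controls, and 32 of these 39 genes had changed the same way at day 2, 26 up and 6 down. Atp8b5 was still at 14.5 ± 1.86 CPM (SD, n = 3) and Ddit4l at 11.1 ± 1.17 CPM (SD, n = 3), with log2 fold changes of 3.62 (standard error 0.354, adjusted p = 0.000354) and 3.09 (standard error 0.315, adjusted p = 0.000428) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gstm3 (ENSMUSG00000004038, chromosome 3 of GRCm38 from 107963696 to 107969283), a glutathione S-transferase with close paralogs that can share reads, passed at day 6 only, with a log2 fold change of 1.51 (standard error 0.301, adjusted p = 0.0864 from the same test) against 0.86 (standard error 0.294, adjusted p = 0.791) at day 2. Oat was at 437 ± 62.5 CPM (SD, n = 3) at day 6, a log2 fold change of -1.55 (standard error 0.284, adjusted p = 0.0525 from the same test). In independent lists of 38 and 30 raised genes 0.0727 genes would be shared, and in lists of 12 and 9 lowered genes 0.00689. Simulated libraries with no effect and the same controls shared 0 genes with edgeR's test, their covariance between the days was 0.101 (0.0891 to 0.121), and the observed covariance was 0.131. Part of the excess may come from the shared controls, which were not split because each part would keep 1 library. DESeq2 called 78 genes at day 6 and 66 on both days, and 469 genes had an unadjusted p under 0.05 with edgeR. Without 6-month-old control replicate 2 there were 9 genes at day 6 and 9 on both days, without day 6 replicate 1 13 and 13, without day 6 replicate 2 23 at day 6 and without day 6 replicate 3 14 and 14. Without the filter on low counts 93 genes changed at day 6 and 75 on both days, and in libraries of this age with the clock score as a covariate 71 and 56. For Oat the adjusted p at day 6 was 0.292, 0.409, 0.116, 0.172 and 0.310 without 6-month-old control replicates 1 and 2 and day 6 replicates 1, 2 and 3. For Gstm3 it exceeded 0.1 in 12 of the 16 fits without 1 library. These values were 0.108, 0.107, 0.112 and 0.132 without 1-month-old control replicates 1 and 2 and day 6 replicates 2 and 3 and 0.524, 0.981, 0.130, 0.138, 0.129, 0.107, 0.172 and 0.324 without 6-month-old control replicates 1 and 2, day 2 replicates 1, 2 and 3 and day 6 replicates 1, 2 and 3. The call of Gstm3 was also lost without the 3 libraries of 1-month-old mice with the lowest clock score.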

Surprisingly, the fold change in the expression levels of these shared genes did not significantly reduce at day 6 as compared with day 2 (Supplementary Fig. S2A), demonstrating that between day 2 and day 6 the response did not significantly decline.

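The 32 genes that changed on both days in 6-month-old mice had a median size of the log2 fold change of 2.18 at day 2 and 2.01 at day 6, a median ratio of 0.935 (quartiles 0.876 and 0.984), and 7 of them were larger at day 6. Sulf2 (ENSMUSG00000006800, chromosome 2 of GRCm38 from 166073089 to 166155663), a heparan sulfate 6-O-endosulfatase, was at 6.66 ± 0.764 CPM (SD, n = 2) in controls, 23.7 ± 2.12 CPM (SD, n = 3) at day 2 and 22.4 ± 1.15 CPM (SD, n = 3) at day 6. The log2 fold changes of Sulf2 were 1.83 (standard error 0.215, adjusted p = 0.00129) and 1.75 (standard error 0.215, adjusted p = 0.00218) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With edgeR 0 of the 32 genes passed in the direct test of day 6 against day 2, and 1 had an unadjusted p under 0.05. The 67 genes that the authors' deposited table calls on both days had a median size of 1.83 at day 2 and 1.62 at day 6 in the counts, with a median ratio of 0.945 (quartiles 0.869 and 1.01). Genes chosen for passing on both days are biased toward a ratio near 1. Over all genes, 2 differed between the days with edgeR, 10 without the filter on low counts and 3 with DESeq2, and 269 had an unadjusted p under 0.05. They were Apoa4 (ENSMUSG00000032080, chromosome 9 of GRCm38 from 46240696 to 46243459), an apolipoprotein of lipid-rich particles, and Gm10680, an antisense gene that was named after its value was seen and whose reads may be those of the opposite strand. Apoa4 was at 93.4 ± 10.8 CPM (SD, n = 2) in controls, 187 ± 11.1 CPM (SD, n = 3) at day 2 and 62.5 ± 6.66 CPM (SD, n = 3) at day 6. Apoa4 had a log2 fold change of -1.58 (standard error 0.237, adjusted p = 0.0797 from the same test) between the days. Its call was lost in 12 of the 16 fits without 1 library. Its adjusted p-values there were 0.145, 0.144, 0.133 and 0.107 without 1-month-old control replicates 1 and 2, day 2 replicate 3 and day 6 replicate 3 and 0.150, 0.150, 0.373, 0.293, 0.241, 0.263, 0.751 and 0.649 without 6-month-old control replicates 1 and 2, day 2 replicates 1, 2 and 3 and day 6 replicates 1, 2 and 3. Gm10680 lost its call in the same fits, at the same adjusted p-values. Same-numbered libraries of these days deviated together, which could also come from their clock genes, so whether the numbers mark pairs is not shown. With the replicate block in the 6 libraries of both days 8 genes differed, 1 higher and 7 lower. Apoa4 was among them (adjusted p = 0.00279).

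**Figure D3:**
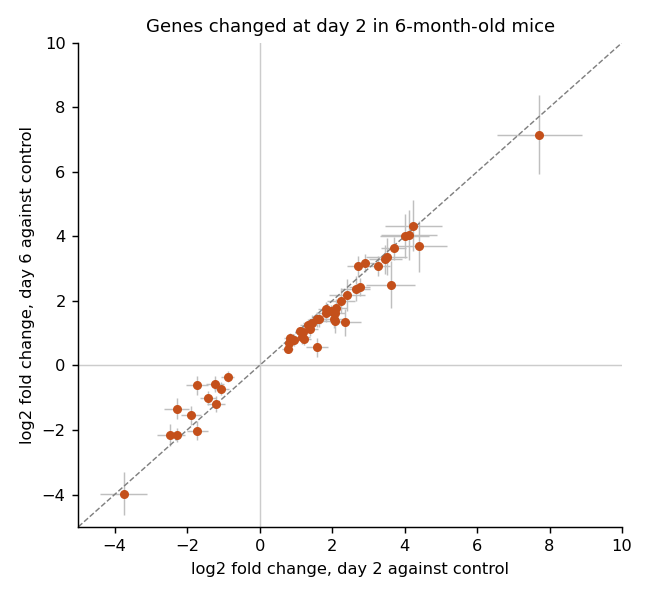
Log2 fold change against 6-month-old controls at day 6 (vertical axis) and at day 2 (horizontal axis) of the 50 genes that changed at day 2, with the standard error of each. Most points lie close to the dashed line of equal change, and the point farthest out, Sec14l5, has almost no counts in controls, so that its fitted value depends on the prior count.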

In keeping with the observed age-related decline in DNA damage repair, the data demonstrated a marked difference in gene expression pattern in response to genotoxic damage between 1 and 6 month old mice and the extent to which the response is resolved.

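Aatk was the 1 gene whose response at day 2 differed between the ages, and Aatk and Gria3 were the genes whose response at day 6 did, with edgeR. Aatk (ENSMUSG00000025375, chromosome 11 of GRCm38 from 120007313 to 120047167), the apoptosis-associated tyrosine kinase, was at 1.76 ± 0.227 CPM (SD, n = 2) in 1-month-old controls, 2.07 ± 0.559 CPM (SD, n = 3) at day 2 and 1.90 ± 0.244 CPM (SD, n = 3) at day 6. In 6-month-old mice Aatk fell from 13.6 ± 0.188 CPM (SD, n = 2) in controls to 2.81 ± 0.334 CPM (SD, n = 3) at day 2 and 3.04 ± 0.366 CPM (SD, n = 3) at day 6. The difference of its log2 response between the ages was -2.51 (standard error 0.316, adjusted p = 0.0232) at day 2 and -2.28 (standard error 0.316, adjusted p = 0.0599) at day 6 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its level in 6-month-old controls exceeded that in 1-month-old controls by 2.95 (standard error 0.251, adjusted p = 2.55e-05) on the log2 scale, from the same test. Gria3 (ENSMUSG00000001986, chromosome X of GRCm38 from 41400854 to 41678601), a subunit of the AMPA glutamate receptor, was at 5.82 ± 1.34 CPM (SD, n = 2), 12.0 ± 3.35 CPM (SD, n = 3) and 10.2 ± 2.12 CPM (SD, n = 3) in 1-month-old mice and at 2.56 ± 0.121 CPM (SD, n = 2), 19.4 ± 2.25 CPM (SD, n = 3) and 23.1 ± 3.29 CPM (SD, n = 3) in 6-month-old mice, in the same order. Its response at day 6 differed by 2.37 (standard error 0.345, adjusted p = 0.0599) from the same test. Unadjusted p-values under 0.05 were found for 699 genes at day 2 and 299 at day 6, each fewer than evenly spread p-values would give. DESeq2 called 4 and 11. For Aatk the adjusted p at day 2 was 0.400 without 1-month-old control replicate 2 and 0.210, 0.124 and 0.110 without 6-month-old control replicate 2 and day 2 replicates 1 and 3. At day 6 it was 0.125, 0.412, 0.181 and 0.121 without 1-month-old control replicates 1 and 2 and day 6 replicates 2 and 3 and 0.452, 0.107, 0.105, 0.120, 0.159 and 0.180 without 6-month-old control replicate 2, day 2 replicates 2 and 3 and day 6 replicates 1, 2 and 3. For Gria3 the adjusted p at day 6 was 0.412, 0.103, 0.181 and 0.121 without 1-month-old control replicate 2, day 2 replicate 2 and day 6 replicates 2 and 3 and 0.124, 0.452, 0.107, 0.105, 0.175, 0.113 and 0.180 without 6-month-old control replicates 1 and 2, day 2 replicates 2 and 3 and day 6 replicates 1, 2 and 3. In a model of only the groups compared the calls of Aatk at day 2 and of Gria3 at day 6 were lost. Without the filter on low counts 23 genes differed at day 2 and 22 at day 6, and with the clock score as a covariate 2 did at day 2. The number of genes that differed at day 2 was 11 without 6-month-old control replicate 1 and 2 without 1-month-old control replicate 1 or day 2 replicate 1. That at day 6 was 11 without 6-month-old control replicate 1, and without the 3 libraries of 1-month-old mice with the lowest clock score both were 0 with edgeR. The paper concludes that the ages differ markedly in gene expression after genotoxic damage and in how far the response is resolved. It sets this beside the decline in DNA damage repair that it observed.

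**Figure D4:**
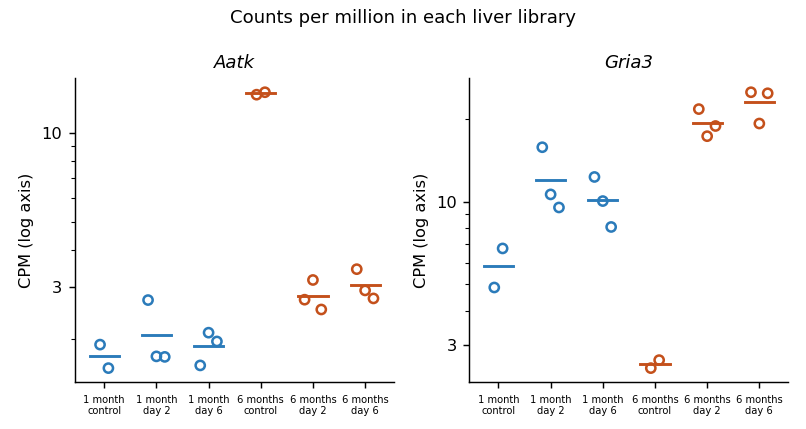
Level of Aatk and Gria3 (vertical axis, CPM on a log scale) in each library by group, with 1-month-old mice in blue and 6-month-old mice in orange. Circles are libraries and bars are group means, and the bar of Aatk lies at 13.6 CPM in 6-month-old controls and at 2.81 and 3.04 CPM on days 2 and 6 at this age.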

To validate RNAseq results, we confirmed the transcriptional levels of genes representing different expression patterns by qRT-PCR (Supplementary Fig. S2B). These genes exhibited differential expression in qRT-PCR that was consistent with the RNAseq data, indicating good concordance of both methods. In addition, we tested the pattern of expression of these genes in 3- and 12-month old mice and demonstrated that they followed similar pattern of expression as 1- and 6-month-old mice, respectively, thus closely paralleling their DNA damage resolution kinetics. Moreover, for genes that did not resume basal levels in 6-month-old mice by day 6 we further analyzed their expression at day 9 and 12. In accordance with the reduced levels of DSBs in the liver at these time points (Fig. 1B), the level of expression was also slightly reduced at day 12 (but did not return to basal levels).

### Functional analysis of differentially expressed genes

After identifying the profiles of differentially expressed genes for each comparison, we performed functional enrichment analysis to reveal transcripts putatively involved in potential relevant biological processes, signaling pathways and networks using ClueGO in Cytoscape. The Venn diagram analysis shown in the previous section allowed us to uncover common and exclusively differentially expressed genes between the two mouse ages, underscoring potential common and exclusive biological functions regulated in each case. Genes associated with p53 signaling pathway and intrinsic apoptotic signaling pathway in response to DNA damage by p53 were significantly enriched 2 days after DEN injection in both 1-month and 6-month old mice (Fig. 3A-B). However, in 6-month old mice a more robust response was observed. In addition to these two pathways other related pathways and biological functions were also activated including the response to toxic substance, response to UV and gamma radiations and others (Fig. 3B). Consequently, the 26 common genes between the two groups were also associated with signal transduction by p53 (Fig. 3C). 

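Of 42 p53 target genes tested, 16 rose at day 2 in 6-month-old mice and 26 did not pass, and in 1-month-old mice 1 of them, Ddit4l, rose. Cdkn1a (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090979 to 29100722), the cyclin-dependent kinase inhibitor p21, rose in 6-month-old mice from 8.71 ± 2.14 CPM (SD, n = 2) to 164 ± 50.98 CPM (SD, n = 3). Cdkn1a had a log2 fold change of 4.24 (standard error 0.794, adjusted p = 0.0401 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 1-month-old mice its control libraries were at 4.22 and 56.4 CPM, the second being one with a low clock score, and its log2 fold change was 1.36 (standard error 0.680, adjusted p = 0.720) from the same test. Phlda3 and Eda2r rose at 6 months from 1.79 ± 0.240 CPM (SD, n = 2) and 2.63 ± 0.178 CPM (SD, n = 2) to 31.0 ± 1.90 CPM (SD, n = 3) and 29.1 ± 4.83 CPM (SD, n = 3). Their log2 fold changes were 4.12 (standard error 0.782, adjusted p = 0.0443) and 3.47 (standard error 0.448, adjusted p = 0.00303) from the same test. The list had a median log2 fold change of 0.60 in 1-month-old mice, with 33 of 42 above 0 (camera adjusted p = 1.30e-19, and adjusted p = 0.0406 with an estimated correlation). In 6-month-old mice the median was 1.07, with 36 of 42 above 0 (camera adjusted p = 1.95e-86, and adjusted p = 9.33e-05 with an estimated correlation). Adjusted over the list alone, 21 rose and 1 fell in 1-month-old mice and 27 rose in 6-month-old mice, although a list written after the names in Fig. 3 and Fig. 4 had been seen is not independent evidence of its direction. Without the genes printed there the medians were 0.21 and 0.39, with camera adjusted p-values of 4.50e-08 and 4.76e-39, and adjusted p = 0.0491 and adjusted p = 8.40e-05 with an estimated correlation. Of 25 genes of the intrinsic apoptosis machinery, Apaf1, the scaffold of the apoptosome, rose in 6-month-old mice with a log2 fold change of 1.16 (standard error 0.216, adjusted p = 0.0401 from the same test), and 3 rose when adjusted over the list alone. In 1-month-old mice 0 of the 25 passed with edgeR, 3 had an unadjusted p under 0.05, 2 passed when adjusted over the list alone and DESeq2 called 1. The apoptosis list had medians of 0.13 in 1-month-old and 0.06 in 6-month-old mice, with camera adjusted p-values of 0.0253 and 0.0402, which became adjusted p = 0.273 and adjusted p = 0.345 with an estimated correlation. In 6-month-old mice 8 and 5 p53 target genes rose at day 2 without 6-month-old control replicates 1 and 2. In 1-month-old mice 3 and 8 rose without 1-month-old day 2 replicates 1 and 3, and no call was kept without control replicate 1 or day 2 replicate 2 of that age or in a model of only the groups compared. In these mice 14 rose and 1 fell without the filter on low counts, 11 rose and 1 fell with DESeq2, 4 rose with the clock score as a covariate and 6 without the 3 libraries of lowest clock score. Of the apoptosis machinery 2 rose at 6 months without 1-month-old day 2 replicate 2 or 3, 2 without the filter, in a model of only the groups compared or with the clock score as a covariate and 3 with DESeq2. For Cdkn1a the adjusted p at day 2 in 6-month-old mice was 0.359, 0.625, 0.102 and 0.104 without 6-month-old control replicates 1 and 2 and day 2 replicates 1 and 3. For Phlda3 and Apaf1 it was 0.417 and 0.241 without 6-month-old control replicate 1, 0.635 and 0.625 without replicate 2, 0.111 and 0.136 without 6-month-old day 2 replicate 1, 0.109 and 0.103 without replicate 2 and 0.114 and 0.142 without replicate 3. For Eda2r it was 0.130 without 6-month-old control replicate 2.

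**Figure D5:**
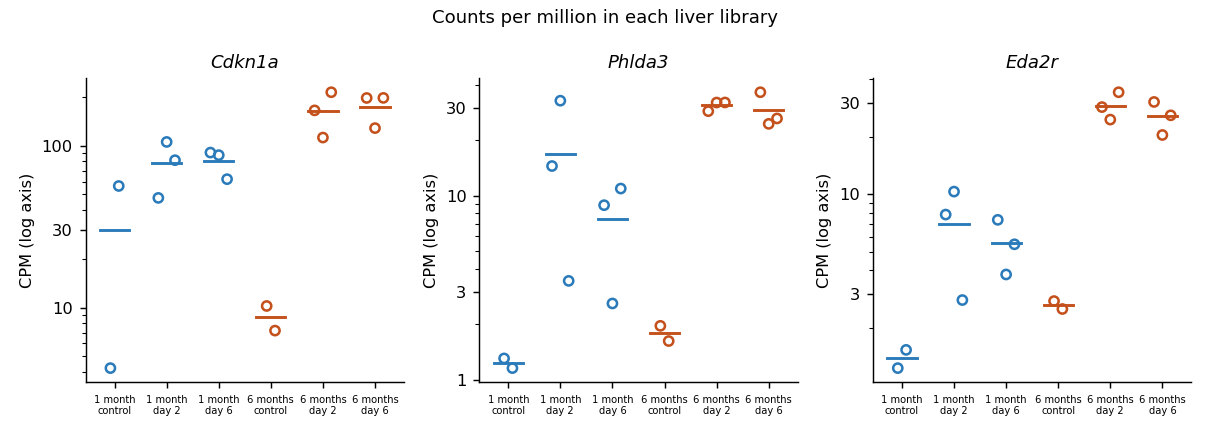
Level of Cdkn1a, Phlda3 and Eda2r (vertical axis, CPM on a log scale) in each library by group, with 1-month-old mice in blue and 6-month-old mice in orange. Circles are libraries and bars are group means, and the 1-month-old control libraries of Cdkn1a lie at 4.22 and 56.4 CPM.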

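Among the p53 target genes, 35 of 42 had a larger day 2 log2 fold change in 6-month-old than in 1-month-old mice, with a median difference of 0.45. Mdm2 (ENSMUSG00000020184, chromosome 10 of GRCm38 from 117688888 to 117710758), the ubiquitin ligase that limits p53, was at 29.7 ± 0.0375 CPM (SD, n = 2) in controls and 50.9 ± 11.7 CPM (SD, n = 3) at day 2 in 1-month-old mice, and at 38.3 ± 1.16 CPM (SD, n = 2) and 96.6 ± 8.06 CPM (SD, n = 3) in 6-month-old mice. Its log2 fold changes were 0.78 (standard error 0.206, adjusted p = 0.399) and 1.34 (standard error 0.209, adjusted p = 0.0114) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and their difference was 0.56 (standard error 0.284, adjusted p = 0.943). Aen (ENSMUSG00000030609, chromosome 7 of GRCm38 from 78895854 to 78911209) had a log2 fold change of 1.19 (standard error 0.265, adjusted p = 0.315 from the same test) in 1-month-old mice. Tested gene by gene, the difference between the ages passed for 0 of the 42 with edgeR, 11 had an unadjusted p under 0.05, 6 passed when adjusted over the list alone, and DESeq2 called 0. The difference of the list had a camera adjusted p of 2.28e-10, a call that was lost at adjusted p = 0.275 with an estimated correlation. The list is not independent evidence because names from Fig. 3 and Fig. 4 had been seen. Of the 1-month-old libraries, control replicate 2 and day 2 replicate 3 had the low clock scores, and without the 3 libraries with the lowest scores the median difference was 0.25. For Mdm2 the adjusted p at day 2 in 6-month-old mice was 0.133 and 0.252 without 6-month-old control replicates 1 and 2.

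**Figure D6:**
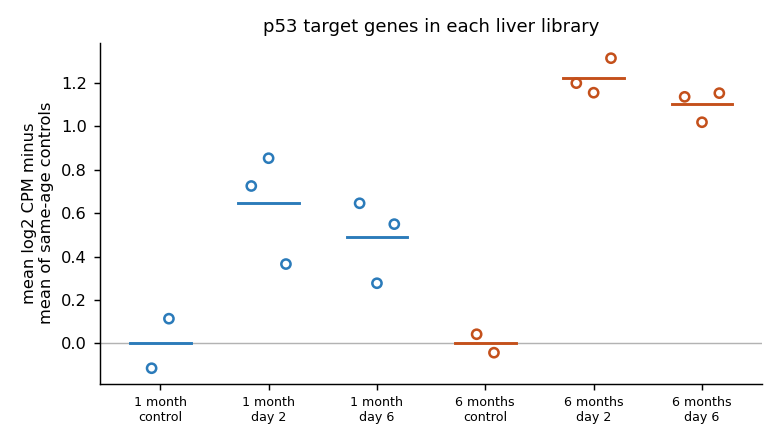
Mean log2 CPM of the p53 target genes in each library minus the mean of the controls of the same age (vertical axis), by group. Circles are libraries and bars are group means, and at day 2 the libraries lie between 0.366 and 0.853 in 1-month-old mice and between 1.16 and 1.31 in 6-month-old mice.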

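Ephx1 (ENSMUSG00000038776, chromosome 1 of GRCm38 from 180976210 to 181020904), the microsomal epoxide hydrolase that detoxifies reactive compounds, rose at day 2 in 6-month-old mice from 397 ± 20.7 CPM (SD, n = 2) to 771 ± 59.9 CPM (SD, n = 3). Ephx1 had a log2 fold change of 0.96 (standard error 0.190, adjusted p = 0.0616 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bax, a pore-forming protein of the mitochondrial apoptosis pathway, was at 16.3 ± 0.488 CPM (SD, n = 2) and 33.98 ± 2.09 CPM (SD, n = 3), and Zmat3, an RNA-binding p53 target, at 9.38 ± 0.654 CPM (SD, n = 2) and 24.3 ± 3.94 CPM (SD, n = 3). Neither passed, with log2 fold changes of 1.06 (standard error 0.261, adjusted p = 0.215) for Bax and 1.37 (standard error 0.298, adjusted p = 0.118) for Zmat3 from the same test. Notch1, a receptor of cell fate decisions, had a log2 fold change of 1.01 (standard error 0.227, adjusted p = 0.137 from the same test). Of 24 genes of NRF2 signaling and oxidant defence, 1 rose in 6-month-old mice, which was Ephx1, and 3 rose and 0 fell when adjusted over the list alone. The median of these genes was 0.25, with a camera adjusted p of 2.12e-05 and an adjusted p = 0.345 with an estimated correlation. In 1-month-old mice the median was 0.32 (camera adjusted p = 2.14e-08, and adjusted p = 0.273 with an estimated correlation), and 0 of them passed with edgeR, 12 at an unadjusted p under 0.05, 0 with DESeq2 and 13 when adjusted over the list alone. Of 34 genes of alkylation, base and nucleotide excision and mismatch repair, which act on adducts of alkylating agents and of UV, 0 passed in 6-month-old mice with edgeR, 3 had an unadjusted p under 0.05, 0 passed with DESeq2 and 2 when adjusted over the list alone. Their median was 0.03 (camera adjusted p = 0.241). Of the 24 genes of oxidant defence 3 rose in 6-month-old mice without the filter on low counts, and with DESeq2 and without the 3 libraries of lowest clock score 2 did in each case. For Ephx1 the adjusted p was 0.647, 0.532, 0.293, 0.117, 0.180, 0.123 and 0.103 without 6-month-old control replicates 1 and 2, day 2 replicates 1, 2 and 3 and day 6 replicates 2 and 3.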

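Of the 26 genes that the authors' deposited table calls at day 2 at both ages, 10 are among the 42 p53 target genes tested (Fisher's exact test against the other genes tested, p = 3.07e-20). They are Aen, Ccng1, Ddias, Ddit4l, Eda2r, Exoc4, Mdm2, Phlda3, Plk2 and Tnfrsf10b, and the list is not independent evidence because some of these names had been seen in Fig. 3. Aen rose at day 2 in 6-month-old mice from 17.5 ± 0.0293 CPM (SD, n = 2) to 62.6 ± 5.44 CPM (SD, n = 3). Aen had a log2 fold change of 1.84 (standard error 0.272, adjusted p = 0.00805 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnfrsf10b rose from 1.15 ± 0.179 CPM (SD, n = 2) to 7.31 ± 0.882 CPM (SD, n = 3). Tnfrsf10b had a log2 fold change of 2.65 (standard error 0.393, adjusted p = 0.00805 from the same test). In 1-month-old mice at day 2 Aen was at 37.1 ± 11.8 CPM (SD, n = 3) and Tnfrsf10b at 3.44 ± 1.49 CPM (SD, n = 3), and the difference of their responses between the ages was 0.65 (standard error 0.362, adjusted p = 0.943) and 0.97 (standard error 0.535, adjusted p = 0.943) from the same test. The 26 genes held 0 genes of the intrinsic apoptosis machinery, 0 of NRF2 signaling and oxidant defence and 0 of cell division. For Aen the adjusted p in 6-month-old mice was 0.106 and 0.167 without 6-month-old control replicates 1 and 2. For Tnfrsf10b it was 0.132 and 0.161 without 6-month-old control replicates 1 and 2.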

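In the counts, the genes that the authors' deposited table calls at day 2 at both ages had a median size of the log2 fold change of 1.28 in 1-month-old and 2.03 in 6-month-old mice. The median ratio was 1.48 (quartiles 1.34 and 1.64), and in 24 of the genes the value at 6 months was the larger one. Eda2r had a difference between the ages of 1.14 (standard error 0.604, adjusted p = 0.943) on the log2 scale from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Phlda3 one of 0.34 (standard error 1.04, adjusted p = 0.980) and Gria3 one of 1.87 (standard error 0.344, adjusted p = 0.666). Gene by gene, the difference passed for 0 of them with edgeR, 6 had an unadjusted p under 0.05 and 3 passed when adjusted over these genes alone.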

The fold change in expression of these shared genes was significantly higher in 6-month-old mice as compared to 1-month-old mice (Supplementary Fig. S3). No significant enriched signaling pathway or biological function was identified among genes that are unique to 1-month-old mice, whereas genes unique to 6-month old mice were enriched for regulation of execution of apoptosis, regulation of fibroblast proliferation, cellular oxidant detoxification, and positive regulation of transcription from polymerase II promoter in response to stress (Fig. 3C). 

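Of 90 genes that the authors' deposited table calls at day 2 in 6-month-old mice alone, 13 are p53 target genes (Fisher's exact test, p = 6.61e-20), 3 belong to the intrinsic apoptosis machinery and 2 to NRF2 signaling and oxidant defence. These overlaps are not independent evidence, because names printed in Fig. 3 and Fig. 4 had been seen when the lists were written. The apoptosis genes were Apaf1, Bax and Bcl2l1, and the genes of oxidant defence were Ephx1 and Nfe2l2. Of these, Apaf1, Bax and Ephx1 are also among the p53 target genes. Nfe2l2 (ENSMUSG00000015839, chromosome 2 of GRCm38 from 75675513 to 75704641), which encodes NRF2, the regulator of the antioxidant response, was at 91.6 ± 1.59 CPM (SD, n = 2) in 6-month-old controls and 152 ± 11.7 CPM (SD, n = 3) at day 2. Nfe2l2 had a log2 fold change of 0.73 (standard error 0.179, adjusted p = 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2l1, an inhibitor of apoptosis, had a log2 fold change of 0.47 (standard error 0.132, adjusted p = 0.397 from the same test), and Sesn2, a stress-induced regulator of mTOR signaling and oxidant defence, 1.08 (standard error 0.283, adjusted p = 0.295). Park2 (ENSMUSG00000023826, chromosome 17 of GRCm38 from 10840384 to 12063361), the ubiquitin ligase parkin, fell from 2.60 ± 1.07 CPM (SD, n = 2) to 0.776 ± 0.0610 CPM (SD, n = 3). Park2 had a log2 fold change of -1.73 (standard error 0.308, adjusted p = 0.0299 from the same test). The difference of the Park2 response between the ages was -0.87 (standard error 0.447, adjusted p = 0.943) from the same test. The 63 genes that the authors' deposited table calls in 1-month-old mice alone held 2 p53 target genes, Cdip1 and Gdf15 (p = 0.0123 from Fisher's exact test), 1 gene of apoptosis, Endog, and 0 of oxidant defence. Genes called at only 1 age are not shown to differ between the ages by that alone. For Park2 the adjusted p was 0.540, 0.124, 0.121 and 0.157 without 6-month-old control replicate 1 and day 2 replicates 1, 2 and 3.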

Although the number of common genes between the two ages is surprisingly low, they share a similar functional response based on p53 module with an overall more robust response in 6-month old mice.

**Figure 3:**
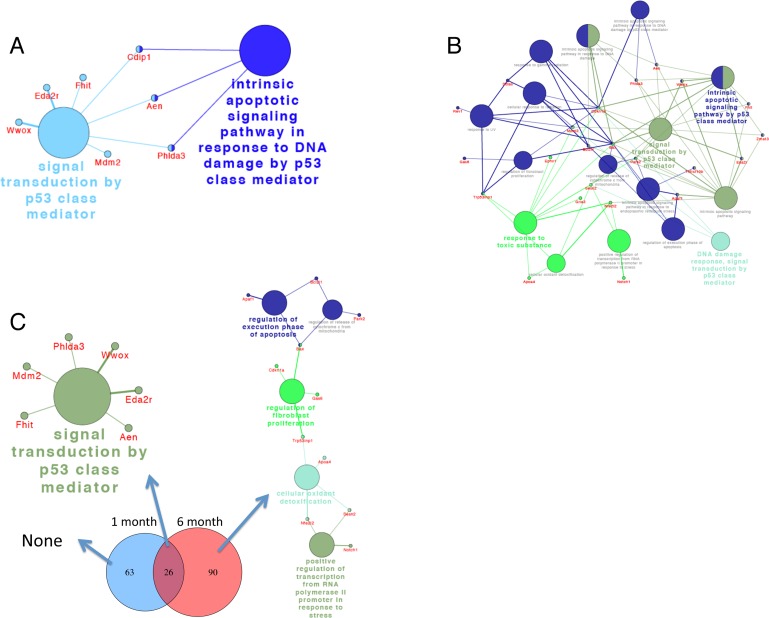
ClueGo network analysis of differentially expressed genes reveal robust activation of p53-related pathways Differentially expressed genes 2 days after DEN in 1-month old (**A**) and 6-month-old mice (**B**) and common and exclusively differentially expressed genes between the two ages (**C**), were annotated in the context of the GO database, and the relationships among these annotated terms were calculated and grouped by ClueGO to create an annotation module network. Functionally grouped networks with pathways and genes are shown. The node size represents the term enrichment significance.

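At day 6 in 1-month-old mice, Eda2r was at 5.53 ± 1.77 CPM (SD, n = 3) and Phlda3 at 7.47 ± 4.34 CPM (SD, n = 3), with log2 fold changes of 1.99 (standard error 0.455, adjusted p = 0.6998) and 2.60 (standard error 0.775, adjusted p = 1) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cdkn1a was at 80.1 ± 15.7 CPM (SD, n = 3), a log2 fold change of 1.4 (standard error 0.681, adjusted p = 1 from the same test). Of the 42 p53 target genes 32 had a log2 fold change above 0 at a median of 0.35 (camera adjusted p = 2.81e-17, and adjusted p = 0.0582 with an estimated correlation). Gene by gene 0 of them passed with edgeR, 13 had an unadjusted p under 0.05, DESeq2 called 4, and 12 rose when adjusted over the list alone, a list that is not independent evidence. Without the genes printed in Fig. 3 and Fig. 4 the median of the list was 0.224 (camera adjusted p = 3.48e-07, and adjusted p = 0.0756 with an estimated correlation). The genes of the intrinsic apoptosis machinery had a median of 0.12 (camera adjusted p = 0.0195, and adjusted p = 0.269 with an estimated correlation), and 0 passed with edgeR, 1 had an unadjusted p under 0.05, DESeq2 called 0 and 0 passed when adjusted over the list alone. Those of NRF2 signaling and oxidant defence had a median of 0.10 (camera adjusted p = 0.0224, and adjusted p = 0.488 with an estimated correlation). Without the 3 libraries of 1-month-old mice with the lowest clock score, of which day 6 replicate 2 is one, the median of the p53 target genes was 0.54.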

At day 6 after DEN treatment no significantly enriched pathway was detected in 1-month old mice. The most relevant biological processes found in genes differentially expressed in 6 month-old mice 6 days after DEN were p53-signaling pathway, intrinsic apoptotic signaling pathway in response to DNA damage by p53 and cellular response to UV (Fig. 4A). These pathways were shared between the two time points and were enriched in differentially expressed genes common to day 2 and 6 (Fig. 4B).

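At day 6 in 6-month-old mice 13 of the 42 p53 target genes were raised and 29 did not pass. Cdkn1a was at 175 ± 39.8 CPM (SD, n = 3), a log2 fold change of 4.33 (standard error 0.797, adjusted p = 0.0525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Eda2r at 25.6 ± 5.01 CPM (SD, n = 3), a log2 fold change of 3.29 (standard error 0.445, adjusted p = 0.00527 from the same test). The list had a median log2 fold change of 0.85, with 35 of 42 above 0 (camera adjusted p = 2.46e-78, and adjusted p = 0.000143 with an estimated correlation), and 24 rose and 1 fell when adjusted over the list alone. That list is not independent evidence of its direction. Without the genes printed in Fig. 3 and Fig. 4 its median was 0.454 (camera adjusted p = 3.20e-33, and adjusted p = 0.000164 with an estimated correlation). Of the 25 genes of the intrinsic apoptosis machinery, 0 passed with edgeR, 3 had an unadjusted p under 0.05, DESeq2 called 2 and 3 passed when adjusted over the list alone. Their median was -0.03 and their mean 0.06 (camera adjusted p = 0.239), so the median and the mean differ in sign. Apaf1 had a log2 fold change of 0.87 (standard error 0.215, adjusted p = 0.274 from the same test), Bax 1.02 (standard error 0.261, adjusted p = 0.346) and Zmat3 1.35 (standard error 0.298, adjusted p = 0.145). The genes of excision and mismatch repair had a median of 0.11 (camera adjusted p = 0.0173, and adjusted p = 0.224 with an estimated correlation). Of them 0 passed with edgeR, 3 had an unadjusted p under 0.05, DESeq2 called 0 and 0 passed when adjusted over the list alone. Of the p53 target genes 6 and 5 were raised without 6-month-old control replicates 1 and 2 and 6 without day 6 replicate 1 or 3 of that age, and DESeq2 called 20. For Cdkn1a the adjusted p was 0.405, 0.792, 0.107 and 0.142 without 6-month-old control replicates 1 and 2 and day 6 replicates 1 and 3, and its call was also lost with the robust form of glmQLFit. For Eda2r it was 0.251 without 6-month-old control replicate 2.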

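Of the 32 genes that changed on both days in 6-month-old mice, 13 are p53 target genes, all of them higher than in controls (Fisher's exact test, p = 1.55e-26), and of the 67 that the authors' deposited table calls on both days 20 are (exact p = 8.49e-38). Names printed in Fig. 3 and Fig. 4 had been seen when that list was written, so these overlaps are not independent evidence. Mdm2 was at 90.3 ± 10.1 CPM (SD, n = 3) at day 6, a log2 fold change of 1.24 (standard error 0.209, adjusted p = 0.0292 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Aen at 53.7 ± 11.8 CPM (SD, n = 3), a log2 fold change of 1.62 (standard error 0.269, adjusted p = 0.0292 from the same test). For Tnfrsf10b the day 6 value was 6.04 ± 2.11 CPM (SD, n = 3), a log2 fold change of 2.38 (standard error 0.390, adjusted p = 0.0282 from the same test). Over the list of p53 target genes the median difference between day 6 and day 2 was -0.12, and 9 of 42 were higher at day 6 (camera adjusted p = 0.000201, a call lost at adjusted p = 0.278 with an estimated correlation). Gene by gene 0 differed between the days with edgeR, 0 had an unadjusted p under 0.05, 0 passed with DESeq2 and 0 when adjusted over the list alone. Both days share their control libraries, and part of the overlap may come from them. The p53 target genes called on both days were 6 and 5 without 6-month-old control replicates 1 and 2, 6 without day 6 replicate 1 or 3 of that age and 20 with DESeq2. For Mdm2, Aen and Tnfrsf10b the adjusted p at day 6 was 0.273, 0.283 and 0.292 without 6-month-old control replicate 1, 0.510, 0.458 and 0.409 without replicate 2, 0.107, 0.107 and 0.107 without 6-month-old day 6 replicate 1 and 0.139, 0.113 and 0.111 without replicate 3.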

**Figure 4:**
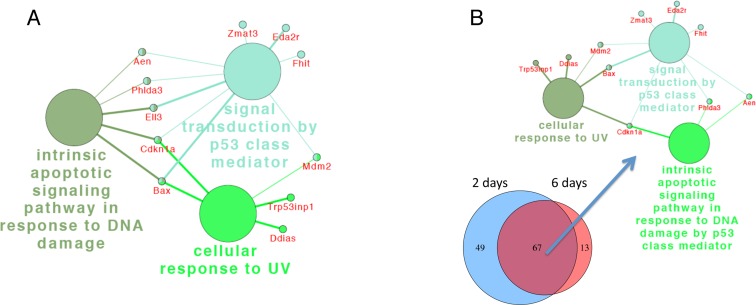
ClueGo network analysis of differentially expressed genes reveal sustained activation of p53-related pathways Annotation module network generated as in Fig. 4 for differentially expressed genes 6 days after DEN (**A**) and for the 67 common transcripts for 2 and 6 days after DEN in 6-month-old mice (**B**), demonstrating that in contrast to 1-month-old mice p53-related pathways did not resolve in 6-month-old mice. The node size represents the term enrichment significance.

Ingenuity® Pathway Analysis (IPA), pathway and upstream regulator analysis of differentially expressed genes, further corroborated these findings demons-trating a more robust response in 6-month-old mice that was not resolved by day 6 after DEN treatment. In general, most upstream regulators identified by this analysis were associated with p53 signaling pathway and agents inducing DNA damage (Supplementary Fig. S4A-C).

Additionally, we combined differentially expressed genes from all 4 groups and analyzed putative protein interaction network analysis. This analysis once again confirmed the results and highlighted a common interaction network that related to the genes involved with p53 signaling and intrinsic apoptotic pathways (Supplementary Fig. S4D).

Collectively, the transcriptional data correlates well with the relative inefficient resolution of DSBs in 6 month-old mice. 

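Atm, Trim28, H2afx and Ercc1, genes of the response to DNA damage and of DNA repair, did not pass the test after DEN at either age. Atm (ENSMUSG00000034218, chromosome 9 of GRCm38 from 53439149 to 53536740), the kinase that signals double-strand breaks, was at 15.6 ± 4.74 CPM (SD, n = 2) in controls and 12.8 ± 4.01 CPM (SD, n = 3) at day 6 in 1-month-old mice, and at 16.0 ± 2.71 CPM (SD, n = 2) and 17.5 ± 0.890 CPM (SD, n = 3) in 6-month-old mice. Its log2 fold changes at day 6 were -0.28 (standard error 0.292, adjusted p = 1) and 0.13 (standard error 0.292, adjusted p = 1) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Trim28, which encodes KAP-1, the day 2 values were 0.04 (standard error 0.131, adjusted p = 0.962) and -0.06 (standard error 0.131, adjusted p = 1), and for H2afx, the gene of the histone H2AX, 0.57 (standard error 0.281, adjusted p = 0.718) and -0.35 (standard error 0.279, adjusted p = 1), from the same test. Ercc1, an endonuclease subunit of excision repair, had 0.08 (standard error 0.305, adjusted p = 0.972) and 0.12 (standard error 0.303, adjusted p = 1) at day 2. Of 31 genes of double-strand break repair, 0 passed with edgeR and 0 with DESeq2 at either age on either day, and the numbers at an unadjusted p under 0.05 were 2 and 0 on days 2 and 6 in 1-month-old mice and 0 and 0 in 6-month-old mice. Adjusted over the list alone, 0 passed in each of these comparisons. The medians of the list were 0.04 and 0.00 in 1-month-old and -0.07 and 0.06 in 6-month-old mice, with camera adjusted p-values of 0.860, 0.167, 0.265 and 0.163. Between the untreated ages the median of these genes was 0.01 (camera adjusted p = 0.956), and the difference of the day 6 response between the ages was 0.01 (camera adjusted p = 0.853). From day 2 to day 6 in 6-month-old mice the median was 0.10, with 25 of 31 genes higher at day 6 (camera adjusted p = 6.03e-05, and adjusted p = 0.0888 with an estimated correlation). With the replicate block in the 6 libraries of these days this call was lost, at adjusted p = 0.492 with an estimated correlation. Gene by gene 0 differed between these days with edgeR, 3 had an unadjusted p under 0.05, 0 passed with DESeq2 and 0 when adjusted over the list alone. Transcript levels do not measure the breaks or the foci.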

Surprisingly, despite the reduced DNA damage response in this age it is accompanied with a robust early (2 days after DEN) and prolonged p53 signaling response.

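Trp53, the gene of p53 itself (ENSMUSG00000059552, chromosome 11 of GRCm38 from 69580359 to 69591873), did not pass at either age, at 19.4 ± 4.92 CPM (SD, n = 2), 17.7 ± 2.81 CPM (SD, n = 3) and 19.5 ± 4.79 CPM (SD, n = 3) in controls and at days 2 and 6 of 1-month-old mice and at 17.3 ± 0.0682 CPM (SD, n = 2), 15.9 ± 0.178 CPM (SD, n = 3) and 18.4 ± 2.66 CPM (SD, n = 3) in 6-month-old mice. Its log2 fold changes at day 2 were -0.14 (standard error 0.205, adjusted p = 0.904) in 1-month-old and -0.12 (standard error 0.206, adjusted p = 1) in 6-month-old mice from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among its target genes Ccng1, an atypical cyclin, and Polk, a translesion DNA polymerase, both named after their values were seen, rose at day 2 in 6-month-old mice, with log2 fold changes of 2.10 (standard error 0.302, adjusted p = 0.00671) and 1.64 (standard error 0.231, adjusted p = 0.00594) from the same test. On day 6 these were 1.77 (standard error 0.297, adjusted p = 0.0292) and 1.42 (standard error 0.230, adjusted p = 0.0255). For Ccng1 the adjusted p was 0.167 without 6-month-old control replicate 2 at day 2 and 0.256, 0.535, 0.107 and 0.111 without 6-month-old control replicates 1 and 2 and day 6 replicates 1 and 3 at day 6. For Polk it was 0.161 without 6-month-old control replicate 2 at day 2 and 0.236, 0.412, 0.107 and 0.111 without 6-month-old control replicates 1 and 2 and day 6 replicates 1 and 3 at day 6. In 1-month-old mice the day 2 values were 1.48 (standard error 0.294, adjusted p = 0.261) and 0.66 (standard error 0.226, adjusted p = 0.619), and the differences between the ages were 0.63 (standard error 0.395, adjusted p = 0.943) and 0.98 (standard error 0.314, adjusted p = 0.943). Across the list of p53 target genes the median ratio of the 6-month to the 1-month log2 fold change was 1.52 at day 2 (quartiles 1.08 and 2.24) and 1.87 at day 6 (quartiles 0.601 and 2.72). In 6-month-old mice the day 6 to day 2 ratio of the list had a median of 0.886 (quartiles 0.764 and 0.959). In 1-month-old mice this ratio was 0.674 (quartiles 0.405 and 0.826). There 6 of the 42 genes had an unadjusted p under 0.05 between the days, and 0 passed with edgeR or when adjusted over the list alone. The difference of these ratios between the ages was not tested.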

## DISCUSSION

There is mounting evidence for an age-dependent accumulation of DNA damage and somatic mutations that in turn can drive and exacerbate cellular and organism aging. However, it is still unclear whether this accumulation is the result of an inherent imperfection of DNA repair and therefore the decline in DNA damage repair contributes to organism aging or is it a consequence of old age. Previous studies in aged mice and humans demonstrated a decrease in the capacity to process damaged DNA in part due to reduced expression of various critical DNA repair proteins [20, 21].

While previous studies compared two age groups, young (2-4 months) animals versus aged ones (typically around 20-28 months), we chose to investigate age as a variable and not necessarily address aging in the context of ‘old age’. We, therefore, evaluated the effect of age on DNA repair activity by exposing mice of various ages, ranging from one to 12 months of age, to the carcinogen DEN. Collectively, our data revealed a decline in DNA damage repair capacity starting at a surprisingly early age of 6-months (obviously not considered ‘old’).

The question is whether the elevated DNA damage resolution seen in 1 month-old mice is a consequence of continued developmental changes that would stabilize with maturity, and therefore not related to differences in age *per-se*. To rule out this possibility, we also tested 3 month-old mice representing fully mature, young mice and demonstrated a similar DNA damage repair capacity and differential gene expression pattern as 1-month-old mice.

A potential concern with the use of DEN relates to its activation by members of the CYP enzymes and specifically by CYP2E1 and the possibility that age-related differences in enzyme expression and activity may occur. 

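Cyp2e1 (ENSMUSG00000025479, chromosome 7 of GRCm38 from 140763739 to 140774975) was among the abundant transcripts of the liver, at 6937 ± 759 CPM (SD, n = 2) in 1-month-old and 6948 ± 553 CPM (SD, n = 2) in 6-month-old controls. The difference between these ages had an adjusted p of 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at a log2 standard error of 0.351. After DEN, Cyp2e1 was at 5428 ± 651 CPM (SD, n = 3) at day 2 and 6035 ± 1463 CPM (SD, n = 3) at day 6 in 1-month-old mice and at 5452 ± 1349 CPM (SD, n = 3) and 5227 ± 2243 CPM (SD, n = 3) in 6-month-old mice. The log2 fold changes at day 2 were -0.35 (standard error 0.318, adjusted p = 0.816) and -0.35 (standard error 0.318, adjusted p = 1) from the same test. Cyp2a12, a hepatic steroid hydroxylase, fell between the control ages with a log2 fold change of -0.62 (standard error 0.146, adjusted p = 0.0532 from the same test). Cyp3a44, which adult females express more than males, fell with a log2 fold change of -3.65 (standard error 0.671, adjusted p = 0.0156 from the same test). For Cyp2a12 the adjusted p was 0.391 without 1-month-old control replicate 2 and 0.432 and 0.123 without 6-month-old control replicates 1 and 2. For Cyp3a44 it was 0.110 without 1-month-old control replicate 2 and 0.148 and 0.123 without 6-month-old control replicates 1 and 2. Transcript levels do not measure enzyme activity.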

While we tested the levels of expression of members of this family in the liver and demonstrated that transcript levels of most CYPs and specifically of CYP2E1, the major DEN-activating enzyme, remains constant with age, it is possible that differences in enzyme activity do exist. Furthermore, we cannot completely rule out the possibility that other age-related factors may affect the generation of DEN-induced DNA breaks. Despite these concerns, our findings demonstrated that initial levels of DSBs in response to DEN are similar in mice of all ages and at both 25mg/kg and 10mg/kg DEN (not shown), as evident from γH2AX and pKAP-1 staining. Hence, we suggest that in our experiments mice at various ages exhibit similar sensitivity to this DNA-damaging agent.

Despite these apparent similar levels of initial DNA damage between the various ages 2 days after DEN injection, gene expression in response to DEN varied significantly and only 26 genes that represent 14.5% of the differentially expressed genes are shared between 1-month and 6-month old mice. 

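Of 51 genes that changed at day 2 at either age, 2 or 3.92% were shared, and with DESeq2 the share was 13.6%. Gria3 is an example of a gene that passed at 6 months only, with a log2 fold change of 2.92 (standard error 0.268, adjusted p = 0.000228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) there and 1.04 (standard error 0.242, adjusted p = 0.335) at 1 month. Serpina4-ps1 passed at 1 month, a call lost in 8 of the 16 fits without 1 library, and not at 6 months, where the standard error of its log2 fold change was 0.429 and its adjusted p was 1 from the same test. Of the 89 genes that the authors' deposited table calls higher at 6 months, 88 had a log2 fold change above 0 in 1-month-old mice at a median of 0.59, and 47 had an unadjusted p under 0.05. Of the 27 that the authors' deposited table calls lower, 24 were below 0 at a median of -0.64. Over all genes, which are not independent replicates, the day 2 log2 fold changes of both ages correlated at r = 0.142, and simulated libraries with no effect gave -0.00793 (-0.0827 to 0.0478). The same sign at both ages was found in 48.7% of genes, against 49.9% (49.3% to 50.8%) in those simulated libraries. They lack the clock differences of the real libraries, so these ranges cannot decide whether either value is an effect. The shared percentage was 0% without 1-month-old control replicate 1, 1.96% without control replicate 2, 0% and 17.2% without day 2 replicates 2 and 3 of that age, 16.7% without 6-month-old control replicate 2 and 6.25% without 6-month-old day 2 replicate 1. Without the 3 libraries of 1-month-old mice with the lowest clock score it was 10.3%, with the clock score as a covariate 7.59% and without the filter on low counts 11.8%.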

Importantly, only 25% of the genes that are differentially expressed in 1 or 6-month-old mice 2 days after DEN were also differen-tially expressed in an age-dependent manner in control naïve livers, suggesting that differences in the response to DEN cannot entirely be attributed to basal age-related changes. 

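Between untreated livers 252 genes were higher and 166 lower at 6 months than at 1 month, of 15684 tested. Nat8 (ENSMUSG00000030004, chromosome 6 of GRCm38 from 85830388 to 85832082), an acetyltransferase of liver and kidney, rose from 1.03 ± 0.0625 CPM (SD, n = 2) to 22.8 ± 1.09 CPM (SD, n = 2). Nat8 had a log2 fold change of 4.46 (standard error 0.324, adjusted p = 7.67e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igf2bp3 (ENSMUSG00000029814, chromosome 6 of GRCm38 from 49085223 to 49214957) fell from 19.1 ± 0.411 CPM (SD, n = 2) to 0.434 ± 0.151 CPM (SD, n = 2). Igf2bp3 had a log2 fold change of -5.39 (standard error 0.297, adjusted p = 5.86e-07 from the same test). Of the 51 genes that changed at day 2 after DEN at either age, 10 or 19.6% also differed between the untreated ages, and with DESeq2 46 of 177 or 26.0% did. Among them were Gria3, with a log2 fold change of -1.18 (standard error 0.275, adjusted p = 0.0485 from the same test) between the control ages, and Sulf2, with -1.09 (standard error 0.226, adjusted p = 0.0286). For Gria3 the adjusted p was 0.369 without 1-month-old control replicate 2 and 0.287 and 0.225 without 6-month-old control replicates 1 and 2. For Sulf2 it was 0.222 without 1-month-old control replicate 2 and 0.240 and 0.113 without 6-month-old control replicates 1 and 2, and its call was also lost in a model of only the groups compared. The control libraries enter both comparisons, so a part of this overlap may come from them. The untreated ages differed in 276 genes without 1-month-old control replicate 1, 114 without replicate 2, 131 without 6-month-old control replicate 1 and 144 without replicate 2. In a model of only the groups compared 111 genes differed, and without the filter on low counts 794. They differed in 158 genes without the 3 libraries of 1-month-old mice with the lowest clock score and 820 with the clock score as a covariate. The overlap was 5.88% without 1-month-old control replicate 2, 36.8% without 6-month-old control replicate 1, 7.35% without those 3 libraries and 36.7% without the filter on low counts.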

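From day 2 to day 6, Ccng1 had a log2 difference of -0.59 (standard error 0.2501, adjusted p = 0.951) in 1-month-old and -0.33 (standard error 0.249, adjusted p = 1) in 6-month-old mice from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Phlda3 the differences were -1.19 (standard error 0.576, adjusted p = 0.951) and -0.09 (standard error 0.550, adjusted p = 1), and for Eda2r -0.35 (standard error 0.354, adjusted p = 0.971) and -0.19 (standard error 0.332, adjusted p = 1), in the same order, from the same test. Of the genes that the authors' deposited table calls lower at day 2 in 1-month-old mice, 41 of 47 differed between the days when adjusted over these genes alone, and of those that it calls higher, 8 of 42 did. Of the 116 that the authors' deposited table calls in 6-month-old mice, 6 did, and the median ratio of their day 6 to day 2 log2 fold change was 0.877 (quartiles 0.720 and 0.963). A gene chosen because it changed at day 2 tends to lie closer to controls in other libraries with or without a decline, and the difference of the decline between the ages was not tested. Over all genes, 1 differed between the days in 1-month-old and 2 in 6-month-old mice with edgeR, 793 and 269 had an unadjusted p under 0.05, and DESeq2 called 31 and 3. With the replicate block in the 6 libraries of both days at 6 months, taken as pairs from the counts alone, 8 genes differed. The count in 1-month-old mice was 4 without 1-month-old control replicate 1, control replicate 2 or day 2 replicate 1, 2 and 10 without day 6 replicates 2 and 3 and 0 without any other library. In a model of only the groups compared the 1 call at this age was lost, and without the filter on low counts 86 genes differed. That in 6-month-old mice was 0 in 12 of the 16 fits, those that left out a library other than day 2 replicates 1 and 2 and day 6 replicates 1 and 2 of 1-month-old mice.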

Notably, in accordance with their respective DNA damage resolution data, as per γH2AX and pKAP-1 immunofluorescence staining, almost all the genes that were differentially expressed in response to a challenge with DEN resumed basal levels by day 6 in 1-month old but not in 6-month-old mice. Hence, confirming the reduced damage resolution capacity observed at 6-months of age.

Interestingly, as mentioned above, mice deficient in Ercc1 died at the age of 5-6 months [14], surprisingly resembling the age in which the decline in DNA damage repair is observed. Moreover, a recent study reported that a low caloric diet tripled the median lifespan of these mice and significantly reduced the number of γH2AX foci and various other aging associated characteristics [31]. These findings suggest a possible role for cell non-autonomous mechanisms that are responsible for the age-related decline in DNA damage (possibly taking place by the age of 6 months) in addition to the cell-intrinsic decrease in the expression and function of proteins participating in the DNA repair process (such as Ercc1).

Among the DNA lesions, DSBs are the most toxic forms of DNA damage, presenting a serious threat to genome stability and cell viability. Consequently, efficient, accurate and timely processing and repair of DSBs is essential for maintaining genomic stability and cellular fitness. DSB repair usually occurs in two phases; the first operates with high fidelity that promotes rapid and efficient rejoining and the late error-prone phase takes place when rejoining is delayed [32]. An interesting feature of DNA resolution revealed in our study is the significant delay in the resolution of DSBs from 6 days in 1- and 3-month old mice to around 12 days in 6 and 12-month old mice. In support of this finding, a previous study found age-dependent differences already in the early steps of γH2AX foci formation. The authors demonstrated a delay in the recruitment of DSB repair proteins and slower growth of γH2AX foci in older donors [23], suggesting an age-dependent decrease in the efficiency of this process that may contribute to genome instability.

In the past few years, the complex interplay between DNA damage, DNA-repair mechanisms and cellular fate has become evident. A key factor in the network responding to DNA damage is the tumor suppressor p53 that dynamically responds to DSBs [33–35]. The specific dynamics of p53 were found to depend on the extent and persistence of damage and leads to the expression of a different set of downstream genes [36, 37], that in turn activates alternative cellular outcomes ranging from DNA repair, transient cell cycle arrest, or in the case of unresolved damage senescence and apoptosis [38, 39].

Several reports suggested a role for p53 in the reduced ability to process DNA damage in aged animals based on the observation that declined damage repair is associated with decreased constitutive mRNA and protein levels of p53 as well as reduced accumulation of p53 in response to DNA damage [20, 21]. Hence, these data suggested that with age there is less induction of p53 following DNA damage.

In contrast, gene expression data presented in this study revealed that the induction of p53-signaling pathway is more pronounced in 6-month old mice- as compared to 1-month-old mice exposed to DEN. Moreover, we demonstrated sustained p53-pathway activity in 6-month but not in 1-month-old mice 6 days after DEN injection. This robust and prolonged p53 activity in the older mice may reflect their inability to efficiently repair damaged DNA and the continuous presence of unrepairable DSBs.

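Set directly against each other at day 2, without the controls, 36 of the 42 p53 target genes were higher in 6-month-old than in 1-month-old mice, with a median log2 difference of 0.56 (quartiles 0.13 and 1.04). Sesn2 was at 16.0 ± 3.25 CPM (SD, n = 3) at 1 month and 22.8 ± 2.55 CPM (SD, n = 3) at 6 months, and Apaf1 at 6.29 ± 0.915 CPM (SD, n = 3) and 10.2 ± 0.450 CPM (SD, n = 3). The list had a camera adjusted p of 3.76e-11, and adjusted p = 0.0616 with an estimated correlation. Among the untreated livers 24 of the 42 were higher at 6 months at a median of 0.06 (quartiles -0.21 and 0.29, camera adjusted p = 0.835), where Pvt1, a noncoding RNA induced by p53, was among those that rose and Cdip1 among those that fell. Cdip1, a proapoptotic p53 target, was at 158 ± 42.6 CPM (SD, n = 2) in 1-month-old and 84.4 ± 16.9 CPM (SD, n = 2) in 6-month-old controls. Cdip1 had a log2 fold change of -0.91 (standard error 0.2003, adjusted p = 0.0393 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pvt1 had a log2 fold change of 1.58 (standard error 0.341, adjusted p = 0.0364 from the same test). For Pvt1 the adjusted p was 0.123 and 0.264 without 1-month-old control replicates 1 and 2 and 0.156 and 0.148 without 6-month-old control replicates 1 and 2. For Cdip1 it was 0.375 without 1-month-old control replicate 2 and 0.311 without 6-month-old control replicate 2. Both calls were lost in a model of only the groups compared, and that of Cdip1 without the 3 libraries of lowest clock score. The names in Fig. 3 and Fig. 4 had been seen when the list was written.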

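At day 6, 32 of the 42 p53 target genes were higher in 6-month-old than in 1-month-old mice treated with DEN, with a median log2 difference of 0.63 (quartiles 0.07 and 1.15, camera adjusted p = 8.41e-14, and adjusted p = 0.0588 with an estimated correlation). Mdm2 was at 41.4 ± 9.49 CPM (SD, n = 3) in 1-month-old mice, Aen at 30.1 ± 6.30 CPM (SD, n = 3) and Tnfrsf10b at 2.74 ± 0.237 CPM (SD, n = 3), with log2 fold changes against controls of 0.48 (standard error 0.204, adjusted p = 1), 0.88 (standard error 0.263, adjusted p = 1) and 1.34 (standard error 0.391, adjusted p = 1) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against the controls of each age, 33 of 42 had a larger day 6 log2 fold change in 6-month-old mice, and the median difference was 0.55 (camera adjusted p = 1.19e-16, and adjusted p = 0.0687 with an estimated correlation). Gene by gene 0 passed with edgeR, 12 had an unadjusted p under 0.05, DESeq2 called 1, and 10 passed when adjusted over the list alone, which is not independent evidence. With an estimated correlation the adjusted p of this difference was 0.110 without 1-month-old control replicate 1, 0.257 without 1-month-old control replicate 2, 0.1599 without 1-month-old day 6 replicate 2, 0.191 without 6-month-old control replicate 2 and 0.204 without 6-month-old day 6 replicate 1. Without the 3 libraries of 1-month-old mice with the lowest clock score the median difference was 0.39. With all libraries, the 28 genes of the list not printed in Fig. 3 and Fig. 4 had a median difference of 0.247. Their camera adjusted p was 1.62e-07, and adjusted p = 0.0692 with an estimated correlation.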

While reduced DNA damage repair and the accumulation of DNA damage has been associated with aging it is not clear whether decreased DNA repair is itself a symptom or a cause of aging. Reduced DNA damage repair and specifically the highly toxic DSBs will most likely result in an increased number of senescent cells and accumulation of somatic mutations that can give rise to functional impairment of tissues that drive aging. The finding that the decline in DNA-repair capacity takes place early in life and precedes ‘old age’ raises the possibility that the decreasing efficiency of this process may be a contributing and accelerating factor that causes degeneration of cells and tissues associated with aging and age related diseases.

## METHODS

### Animal model

Experimental protocol was approved by the Hebrew University Institutional Animal Care and Ethical Committee. For the induction of DNA damage *in vivo*, 1,3,6 and 12-month-old C57BL/6 male mice (Harlan, Israel) were injected intraperitoneally (i.p.) with DEN (25 mg/g body wt; Sigma-Aldrich; St. Louis, MO). Mice were sacrificed at the indicated time points and liver tissues were fixed with 4% PFA or snap frozen in liquid nitrogen.

### Immunofluorescence

Livers were fixed in 4% formaldehyde, dehydrated, embedded in paraffin, and sectioned (5 μm-thick). To estimate DNA damage, sections were immuno-fluorescence stained with anti-phospho-histone H2AX (γH2AX) monoclonal antibody (Millipore, Billerica, MA) and rabbit anti-phospho-KAP-1 (s824; Bethyl Laboratories, Montgomery, TX), followed by the secondary antibodies Alexa-488 goat anti mouse IgG (Molecular Probes, Eugene, OR) and Alexa-647 donkey anti rabbit IgG (Jackson ImmunoResearch,West Grove, PA). Nuclei were counterstained with DAPI (Calbiochem, Darmstadt, Germany). An Olympus BX61 microscope (Olympus, Tokyo, Japan) was used for low field image acquisition and a laser scanning confocal microscope system (FluoView-1000; Olympus) with a 40X UPLAN-SApo objective and 2x digital zoo for high field acquisition. Positive γH2AX areas in mice livers were calculated using ImageJ software.

### RNA extraction

Total RNA was isolated from liver samples using Trizol reagent (Life Technologies, Paisley, UK) and purified using MaXtract High Density (QIAGEN, Redwood City, CA). RNA yield and quantity was determined using a Nanodrop spectrophotometer ND-1000 (Thermo scientific, Wilmington, DE). The RNA quality was tested using a ND-1000 V3.7.1, according to the manufacturer's instructions and assigned an RNA integrity number (RIN). Only samples with a RNA integrity number (RIN) of 8 or greater were employed.

### RNAseq and bioinformatic analysis

Each sample represents equal amount of total RNA from three mice that were pooled prior to library construction. RNAseq libraries were constructed in the center for Genomic Technologies using Trueseq RNA Library preparation kit according to Illumina protocol and sequenced with the Illumina Nextseq 500 System to an average depth of around 30 million reads. The bioinformatics' analyses were performed in the Bioinformatics Unit of the I-CORE Computation Center at the Hebrew University and Hadassah. The NextSeq base-calls files were converted to fastq files using the bcl2fastq (v2.17.1.14) program. The processed fastq files were mapped to the mouse transcriptome and genome using TopHat (v2.0.13). The genome version was GRCm38, with annotations from Ensembl release 84. Normalization and differential expression were performed with the DESeq2 package (version 1.10.1). Differential expression was calculated using a design, which included the age factor, the days post-treatment factor and the interaction between them, compared with a reduced model that lacked the interaction term, and using the LRT test (all other parameters were kept at their defaults). The significance threshold for all comparisons was taken as the padj<0.1. Results were then combined with gene details (such as symbol, Entrez accession, etc.) taken from the results of a BioMart query (Ensembl, release 84) to generate a final Excel file. The ClueGO application (http://www.cytoscape.org) was applied to gene lists that were significantly differentially expressed. ClueGO visualizes the non-redundant biological terms for large clusters of genes in a functionally grouped network and performs network visualization of biological function. Gene ontology of biological process (July 2016) was used. Analysis for enriched pathways, upstream regulators and networks were also performed using QIAGEN's Ingenuity® Pathway Analysis (IPA®, QIAGEN, http://www.qiagen.com/ingenuity). In addition a protein interaction network was constructed for the differentially expressed genes of the various comparisons. Since protein-protein interaction data is about 10-fold larger for human than for mouse (based on BioGRID statistics, http://wiki.thebiogrid.org/doku.php/statistics), we built the network using the human orthologs. Protein interaction data was extracted from the Human Integrated Protein-Protein Interaction Reference (HIPPIE 2.0, June 2016; [40]). The network was visualized using Cytoscape.

### Validation of RNAseq Results by quantitative Real-time PCR (qRT-PCR)

To validate the results of RNAseq analysis, we confirmed by qRT-PCR the differential expression of some representative genes. Total RNA was reverse transcribed to cDNA using oligo(dT) primers and M-MLV reverse transcriptase (Thermo scientific). We used PerfeCTa SYBR Green FastMix ROX (Quanta Biosiences) for real-time PCR according to the manufacturer's protocol and all the samples were run in triplicate on CFX384 Touch Real-Time system c1000 thermal cycler (Bio-Rad, Hercules, CA). Cycling conditions were 95°C for 20 sec, followed by 40 cycles of 95°C for 1 sec, and 60°C for 20sec, 65°C for 5sec. Gene expression levels were normalized to Hprt gene. Primers used for qPCR analysis can be found in Supplementary table 1.

### Statistical analysis

All data were subjected to statistical analysis using the Excel software package (Microsoft) or GraphPad Prism6 (GraphPad Software Inc., La Jolla, CA, USA). Two-tailed Student's t- test was used to determine the difference between the groups. Data are given as mean ± SD or ±SEM, and are shown as error bars for all experiments. Differences were considered significant at P < 0.05.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLE

How the deposited data were processed for this re-analysis (not part of the article)

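RNA of mouse liver was measured in 16 libraries of 6 groups, which were 1- and 6-month-old C57BL/6 males without treatment and on days 2 and 6 after DEN, with 2 control libraries and 3 libraries per day at each age. Each library was a pool of equal amounts of RNA from 3 mice, so an SD given here is a spread between pools. Age, day and replicate were taken from the sample labels and the methods. The dose and the age of the younger mice are given differently by the labels and the paper, and both forms were printed at the start of the results on RNAseq.

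The authors prepared the libraries with a TruSeq kit, sequenced them on a NextSeq and mapped the reads with TopHat2 2.0.13 to GRCm38 with Ensembl annotation. The submitters' processing notes also name cutadapt, Cuffnorm and Cufflinks 2.2.1. The authors deposited raw counts per gene, which are whole numbers, and the program that counted the reads and its use of strand are not given in the sources used here. The authors ran DESeq2 1.10.1 on a model of age, days and their interaction against one without the interaction, and deposited the log2 fold change and the adjusted p-value of each comparison, which they called at an adjusted p under 0.1. Values from that table are named as those of the authors' deposited table, and their functional enrichment with ClueGO, IPA and the protein network was not redone. The table holds 47729 genes, of which 10 with no count given in any library were left out, and 254 symbols repeat under another identifier. A further 16 columns per sample, the authors' normalized counts of the same libraries, were not used.

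From the raw counts, library sizes were scaled by TMM and genes were kept by filterByExpr with the 6 groups, which left 15684 genes. Differences were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, limma 3.58.1, R 4.3.3) in 1 model of the 6 groups, and p-values were adjusted by Benjamini-Hochberg, with a threshold of 0.1. The common biological coefficient of variation was 0.218 and the median of the prior degrees of freedom 4.06. An unadjusted p under 0.05 was found for 426 genes at day 6 in 1-month-old mice and for 629 and 469 at days 2 and 6 in 6-month-old mice. It was found for 699 and 299 in the difference between the ages at days 2 and 6 and for 269 between the days at 6 months. All of these are fewer than evenly spread p-values would give, so such counts are no sign of further changes. Each day was compared with the controls of its age, day 6 with day 2, the control ages with each other, and the response of 1 age with that of the other by a contrast of the differences and by a joint test over both days. Fold changes are of fitted values with a prior count of 0.125, levels are CPM over TMM-scaled library sizes, and log2 CPM has a prior count of 2. A control group of 2 libraries borrows its spread from all groups, and a group with 1 library left is assumed to vary like the others. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

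Total counts were 19039330 to 34459774 per library (median 26125036.5). Genes with counts at or near 0 in a group have fold changes that depend on the prior count and are given no fold change here, apart from Cyp2b9, Cfd in the adipocyte markers and Sec14l5 in a plot, where this is stated. Genes with close copies, among them the Serpina1, Serpina3, Cyp2a, Cyp2b, Cyp2c, Cyp3a, Cyp4a and Gstm genes and the Mup genes, and genes that overlap on opposite strands may share reads.

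The genes named were fixed by a rule. For each comparison of a day with controls and for the control ages, it takes the 10 genes that rose most and the 10 that fell most among those that passed, with a mean of at least 1 CPM in the higher group, no overlap between the libraries of both groups and an official symbol. It adds the 10 genes with the smallest p in each contrast between the ages under the same conditions on symbol and level, up to 4 members of each list with the smallest p that passed, and the genes printed in Fig. 3 and Fig. 4 or named in the text. It gave 100 pairs of a gene and a comparison that passed. Genes outside the rule are said to have been named after their values were seen. Some genes that the rule takes are not reported here.

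Of the lists written from general knowledge, 28 had enough genes to be tested. They covered p53 target genes, intrinsic apoptosis, double-strand break repair, excision and mismatch repair, cell division, NRF2 and oxidant defence, acute phase and inflammation, interferon response, immediate early genes, the circadian clock, cholesterol and fatty acid synthesis, fasting and fatty acid oxidation, male-biased genes, fetal and juvenile genes, pericentral and periportal hepatocytes, senescence, CYP genes, and markers of hepatocytes, macrophages, stellate cells, sinusoidal endothelium, cholangiocytes, lymphocytes, neutrophils, erythroid cells, exocrine pancreas and adipocytes. A list of epidermis and muscle had too few genes with counts to be tested. Lists were compared with the other genes by camera with a preset correlation of 0.01 and with an estimated one, adjusted over the lists within a comparison, and their members were also adjusted over the list alone. The threshold of 0.1 for the adjusted p of a list had not been fixed with the other choices.

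The tests were run on simulated counts with the mean level of each gene over all libraries, its dispersion and the library sizes, and with 100 genes changed by a log2 of 1 and 100 by a log2 of 2 in each comparison, picked from genes at 1 CPM or more. At a log2 change of 1 and of 2, edgeR called 55% and 93% at day 2 and 62% and 95% at day 6 in 1-month-old mice (of 15433 and 15451 genes run), and 59% and 95% at day 2 and 54% and 94% at day 6 in 6-month-old mice (of 15427 and 15444). It called 51% and 89% between the control ages (of 15460), 20% and 76% for the difference of the response between the ages at day 2 (of 15456) and 19% and 87% at day 6 (of 15461), and 68% and 95% between the days at 1 month (of 15443) and 70% and 96% at 6 months (of 15425). Unchanged genes made up 5.66% to 12.6% of edgeR's calls. DESeq2 1.42 called 69% and 93% at day 2 in 1-month-old mice and 70% and 98% in 6-month-old mice (of 15684 genes run), with 21% and 18.8% of its calls on unchanged genes. Lists of 40 genes changed by a log2 of 0.5 had camera p-values of 1.10e-07 or less, and unchanged lists had camera p-values of 0.435 to 0.855. The simulated libraries of a group do not differ in their clock genes, as the real ones do. The adjustment is also milder where so many genes change, so these percentages are not the power in the real comparisons. Eda2r and Phlda3, with log2 fold changes over 2, did not pass at day 2 in 1-month-old mice. A gene that did not pass is therefore not shown to be unchanged.

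The alternatives tried were DESeq2's size factors in place of TMM, no filter on low counts, a filter of at least 10 counts in at least 8 libraries, an adjusted p under 0.05, DESeq2's Wald test, a model of only the groups compared, the replicate number as a block, and each of the 16 libraries left out in turn. Values without 1 library are given in the order in which the libraries are named. Added after the data were seen were the clock score as a covariate, the 3 libraries of 1-month-old mice with the lowest clock score left out, a model of 1 age with the clock score, the robust form of glmQLFit, the replicate number as a block in the 6-month-old day 2 and day 6 libraries, for the ratio of day 6 to day 2 the genes called in the authors' deposited table, for the p53 target genes the list without the genes printed in Fig. 3 and Fig. 4 at an estimated correlation, and for the male-biased genes the list without those at 0 in 1 library of a group whose other libraries reach 100 counts. Same-numbered libraries of 6-month-old mice on days 2 and 6 deviated together from their group means (correlations of 0.253, 0.233 and 0.493). Their numbers were therefore taken as pairs, a pairing that comes from the counts and not from the labels or the paper. Clock genes that ran alike in these libraries could give such correlations too, so pairing is not shown. Shared controls were treated by 20 simulations of unchanged groups against the same controls, and correlations across the 16 libraries by permutation within groups.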

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

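The tests on library size, on both explanations for the Serpina1 genes and on the 3 explanations for p53 target genes were chosen after the results were seen, and so were the fits with the clock score and without the libraries of low clock score.

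Differences between the ages in the response to DEN passed their own test for Aatk at day 2, at -2.51 on the log2 scale (adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for Gria3 at day 6, at 2.37 (adjusted p = 0.0599 from the same test), and for Aatk at day 6, at -2.28 (adjusted p = 0.0599 from the same test). Without 1-month-old control replicate 2 or 6-month-old control replicate 2 these adjusted p-values were 0.400 and 0.210 for Aatk at day 2, and 0.412 and 0.452 for both genes at day 6, and other libraries and settings that end a call are named where the genes are described. The p53 target genes differed between the ages at day 6 by a median of 0.554 on the log2 scale (camera adjusted p = 1.19e-16, and adjusted p = 0.0687 with an estimated correlation). Without the genes printed in Fig. 3 and Fig. 4 this median was 0.247 (camera adjusted p = 1.62e-07, and adjusted p = 0.0692 with an estimated correlation). Male-biased adult liver genes had a median difference of -0.84 between their day 6 response at 6 months and that at 1 month (camera adjusted p = 2.27e-10, and adjusted p = 0.0882 with an estimated correlation), with 0 of 20 above 0, 5 at an unadjusted p under 0.05 and 0 passing with edgeR, while DESeq2 called 0 higher and 1 lower. Without 6-month-old control replicate 1, 4 genes of the list passed as higher, Mup1, Mup7, Mup11 and Mup12, which are listed at 0 in replicate 2. Without them, a choice made after their values were seen, the median was -0.86 (camera adjusted p = 5.37e-17, and adjusted p = 0.0343 with an estimated correlation). Against controls, the 16 genes left had medians of -0.12 at day 2 and 0.44 at day 6 in 1-month-old mice. In 6-month-old mice the median at day 6 was -0.29. Between untreated livers they were higher at 6 months by a median of 1.14. No untreated 1-month-old mice were taken on day 6, so a rise with age over these days cannot be told apart from a response to DEN. In markers of adipocytes, which the paper does not discuss, the median at day 6 in 6-month-old mice was -2.63 (camera adjusted p = 0.000311, and adjusted p = 0.0524 with an estimated correlation), but only 2 of these genes had counts to test. The median rests on Cfd, at 1.70 ± 0.833 CPM (SD, n = 2) in controls and 0.0397 ± 0.0404 CPM (SD, n = 3) at day 6, where so few counts make the fitted value depend on the prior count, while Fabp4 had a log2 fold change of -0.24. The call of Cfd was lost in a model of only the groups compared and in 10 of the 16 fits without 1 library, in which its adjusted p was 0.129, 0.124, 0.116 and 0.145 without 1-month-old day 2 replicate 1 and day 6 replicates 1, 2 and 3 and 0.575, 0.343, 0.127, 0.396, 0.318 and 0.324 without 6-month-old control replicates 1 and 2, day 2 replicate 1 and day 6 replicates 1, 2 and 3.

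Clock genes separated libraries of the same group, with a clock score from -4.38 to 3.01. A difference in library size between libraries would move all clock genes together, yet 34.6% of the 153 pairs of 18 clock genes had a correlation under -0.5 within groups, 74 pairs had one over 0.5, and the score correlated at -0.302 with log2 total counts, which argues against it. RNA from other cell types in the libraries would move the markers of several types with the score, and only 1 of the lists of markers of other cell types, that of cholangiocytes, correlated with it beyond 0.8 in size, which argues against it as the whole cause while the stellate cell and neutrophil markers, at -0.695 and -0.604, also ran against the score. A difference in the time of day at which livers were taken is a candidate explanation that remains open. It could not be tested, because the times are not given in the sources used here. The 3 libraries with the lowest scores also had the lowest shares of counts on mitochondrial genes, at 2.18% to 3.52% against 3.82% to 5.28% elsewhere. Whether these shares and the clock score have a common cause was not tested.

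Serpina1b, Serpina1d and the pseudogene Gm8893 were listed at 0 in 6 of 16 libraries, while the sum of Serpina1b and Serpina1d was 119851 to 177279 counts in the other 10, and Alb, mt-Rnr1 and mt-Rnr2 were at 0 in all 16 although Trf reached 780107 counts. A limit on reads per locus in the authors' counting may be the cause, since 6 of these libraries were among the 7 with the most counts on the neighbouring copies Serpina1a and Serpina1c, at 92300 to 121201 against 65222 to 97565, although this bound was set after the counts were seen. Reads of Serpina1b and Serpina1d counted on the other copies instead would keep the sum over Serpina1a to Serpina1e. However, 4 of the libraries at 0 lay below every other library (CPM over total counts, without TMM scaling, 8036 to 15163 against 11835 to 18851). Over TMM-scaled library sizes 3 did, which argues against it as the whole cause. The rest of the libraries at 0 lay within the range of the others. The highest counts on Serpina1e, at 363127, 327920 and 253215, were in 6-month-old control replicate 2, 1-month-old day 6 replicate 2 and 1-month-old control replicate 2. All of these are libraries at 0, so a part played by such reads stays open. The libraries at 0 belong to no single group, no biological explanation was tested, and a variant of the mice against the reference was not tested either.

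The median response of the p53 target genes was larger at 6 months than at 1 month, by 0.45 at day 2 and 0.55 at day 6, but at day 2 the call was lost with an estimated correlation (adjusted p = 0.275) and 0 of 42 genes passed with edgeR (11 at an unadjusted p under 0.05, and 0 with DESeq2). Higher p53 target expression in the 1-month-old controls is argued against by the day 2 libraries themselves, which differed by a median of 0.560 without the controls, and the clock phase of the libraries by the fit with the clock score as a covariate, which left a median difference of 0.484. In the 16 fits without 1 library the median difference at day 2 ran from 0.3105 without 1-month-old control replicate 2 to 0.5851 without 1-month-old day 2 replicate 2. This argues against 1 library deciding the median difference of this list. The adjusted p with an estimated correlation cannot decide this, because it was 0.275 with all libraries. Without 1 treated library it ran from 0.0468 without 1-month-old day 2 replicate 2 to 0.966 without 1-month-old day 2 replicate 1. Without the 3 libraries of lowest clock score the median differences were 0.25 at day 2 and 0.39 at day 6, so that a part of the pattern may rest on those libraries. With all libraries but without the genes printed in Fig. 3 and Fig. 4 the median differences were 0.293 at day 2 and 0.247 at day 6. An effect of age remains open as the explanation that the design names, on a list that was written after names in Fig. 3 and Fig. 4 had been seen.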

How the results depend on the processing

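The fits with the clock score, without the libraries of low clock score, with the robust form of glmQLFit, with the replicate block in the 6-month-old day 2 and day 6 libraries and with the genes of the authors' deposited table, and the list without the genes printed in Fig. 3 and Fig. 4 at an estimated correlation, were chosen after the results were seen. No call of a named gene and no median of the p53 target genes against controls or between the ages changed its direction under any setting run. The median ratio of day 6 to day 2 in 1-month-old mice was under 1 with all libraries and just over 1 without 1-month-old control replicate 2. In 6-month-old mice it stayed under 1 in each fit without 1 library. The 100 calls of named genes were all kept with DESeq2's size factors, without a filter, with DESeq2's Wald test and with the clock score as a covariate. The stricter filter kept 93 of these calls and lost 2, the genes of the rest being left out by it, while 77 passed at an adjusted p under 0.05, 76 in a model of only the groups compared, 97 with the robust form, 80 without the 3 libraries of lowest clock score and 39 to 98 without 1 library. Unless a sentence says otherwise, the cause was not tested.

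With DESeq2's size factors, 0 genes differed between the days in 1-month-old mice in place of 1, and no other count moved by more than 1.5 times. With no filter on low counts, 131 and 49 genes changed at days 2 and 6 in 1-month-old mice and 135 and 93 in 6-month-old mice, 19 and 75 were shared by the days at each age and 28 by the ages at day 2, 794 differed between the control ages, 23 and 22 had a response that differed between the ages at days 2 and 6, 48 had an interaction over both days, 86 and 10 differed between the days at each age, and the median ratio of day 6 to day 2 in 1-month-old mice was 0.418. With DESeq2's Wald test these were 86 and 19, 115 and 78, 8 and 66, 24, 725, 4 and 11, 16, 31 and 3, and 0.493, in the same order. At an adjusted p under 0.05, a threshold that can only lower a count, 22 genes changed at day 6 in 6-month-old mice, 244 differed between the control ages, 0 had a day 6 response that differed between the ages, and 0 and 0 differed between the days at 1 and 6 months. In a model of only the groups compared, which has fewer libraries to estimate the spread, 0 genes changed at day 2 in 1-month-old mice, 0 were shared by the ages, 111 differed between the control ages, 8 of them CYP genes and all of these lower, 0 had a day 2 response that differed between the ages and 0 differed between the days in 1-month-old mice. The filter of at least 10 counts in at least 8 libraries and the robust form of glmQLFit moved no count by more than 1.5 times.

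With the clock score as a covariate, 10 genes changed at day 2 in 1-month-old mice, 6 were shared by the ages, 820 differed between the control ages, 2 had a day 2 response that differed between the ages and 2 had an interaction over both days. Without the 3 libraries of 1-month-old mice with the lowest clock score these were 7, 7, 158, 0 and 0, and 2 genes changed at day 6 in 1-month-old mice, 1 was shared by the days there, 3 differed between the days and 0 had a day 6 response that differed between the ages. In libraries of 1 age with the clock score as a covariate, 0 genes changed at day 2 in 1-month-old mice, 111 at day 2 and 71 at day 6 in 6-month-old mice, 56 were shared by these days, 0 by the ages, and 0 differed between the days in 1-month-old mice. For the genes that the authors' deposited table calls at day 2 in 1-month-old mice, the median ratio of day 6 to day 2 was 0.497 in the counts. With the correlation estimated in camera, the difference of the p53 target genes between the ages at day 2, at a median of 0.447, had an adjusted p of 0.275 and was no longer called, and without the genes printed in Fig. 3 and Fig. 4 as well it was at 0.293 with an adjusted p of 0.179. Without these genes the difference at day 6 was at 0.247, with an adjusted p of 0.0692 from the same test.

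Leaving out 1 of the 16 libraries gave 0 to 53 genes at day 2 and 0 to 1 at day 6 in 1-month-old mice, 12 to 64 and 9 to 56 in 6-month-old mice, 0 to 1 and 9 to 45 shared by the days at each age, 0 to 11 shared by the ages, 114 to 456 between the control ages, 8 to 16 of CYP, 0 to 11 and 0 to 11 for the difference of the response at days 2 and 6, 0 to 10 for the joint test, and 0 to 10 and 0 to 2 between the days at each age. The median ratio of day 6 to day 2 ran from 0.257 to 1.01 in 1-month-old mice and from 0.851 to 0.953 in 6-month-old mice, and had no value where a fit left no gene to give one. The alternatives written for normalized values were not run because the table holds counts, and total counts of 19039330 or more leave genes near 0 as those whose values the depth limits.

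Groups share replicate numbers, which no source says to mark a shared animal, litter or day. Of 36 pairs of libraries with the same number, 16 had deviations from the group means that correlated over 0.1 (from -0.302 to 0.588), and 8 of 16 libraries correlated best with their own number, so libraries were taken to share only a number outside the 6-month-old day 2 and day 6 libraries. Each of the 3 pairs of the latter correlated over 0.1 (0.253, 0.233 and 0.493), which is a hint from the data and not from the design, and their numbers were taken as pairs. Same-numbered 1-month-old control and day 6 libraries correlated more strongly (0.5435 and 0.588) and were not. The clock scores of the 6-month-old replicates 1, 2 and 3 fell in this order at day 2 (2.282, 1.486 and -1.916) and at day 6 (2.405, -0.2703 and -0.9503). A shared clock state could therefore give these correlations, and pairing is not shown. With the replicate block in these 6 libraries 8 genes differed between the days in 6-month-old mice in place of 2, and the calls of Apoa4 and Gm10680 were kept. The camera adjusted p of pericentral hepatocyte genes and of lymphocyte markers between these days became 0.102 and 0.141, and with an estimated correlation that of cell division, of double-strand break repair and of acute phase and inflammation became 0.492 each, so these calls were lost. This block changed no other call of a list, and adipocyte markers had too few genes to test in it. The medians of cholangiocyte, erythroid and stellate cell markers between these days, none of them called, changed sign, from -0.0722, -0.0333 and 0.0135 to 0.00656, 0.00810 and -0.00315. With the replicate number as a block in all 16 libraries 93 of the calls of named genes were kept and 7 lost, and these medians and that of oxidant defence genes, which was not called either, changed sign between the days. In this fit 0 genes changed at day 2 in 1-month-old mice, 0 were shared by the ages, 2 differed between the days in 1-month-old mice and 0 had an interaction over both days, while 56 and 37 changed at days 2 and 6 in 6-month-old mice and 516 differed between the control ages and 2 between the days in 6-month-old mice.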

Differences from the paper's values

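The comparison of each count with the paper's at the paper's threshold, an adjusted p under 0.1, was set before the data were examined, as were the alternatives named here, and the reading of which genes and directions differ was made after the results were seen. A value is within the paper's where they differ by 1.5 times or less.

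At day 2 in 1-month-old mice the paper's count of changed genes is 89 and edgeR's was 3, and the value falls within the paper's with no filter on low counts (131) and with DESeq2's Wald test (86) and under no other alternative. For lower genes the paper's count is 47 and edgeR's was 1, within the paper's with DESeq2's Wald test (45) and without 1-month-old day 2 replicate 1 (38) only. For higher genes the paper's count is 42 and edgeR's was 2, within it with no filter (60) and with DESeq2's Wald test (41) only. The paper's number of genes changed on both days in 1-month-old mice is 8 and edgeR's was 0. The paper's number at day 6 is 18 where edgeR's was 0. On that day 426 genes had an unadjusted p under 0.05, fewer than evenly spread p-values would give. Of the alternatives only DESeq2's Wald test, at 8 and 19, comes within the paper's values.

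At day 2 in 6-month-old mice the paper's count is 116 and edgeR's was 50, within the paper's with no filter (135) and with DESeq2's Wald test (115) only among the alternatives set beforehand, and in a model of 1 age with the clock score, which was chosen after the values were seen, it was 111. At day 6 the paper's count is 80 and edgeR's was 39, within it with no filter (93), with DESeq2's Wald test (78), in a model of only the groups compared (56) and without 1-month-old day 2 replicate 2 (54) or replicate 3 (56), and under no other alternative set beforehand. The paper's number of genes shared by these days is 67 and edgeR's was 32, within it with no filter (75), with DESeq2's Wald test (66), in a model of only the groups compared (48) and without 1-month-old day 2 replicate 3 (45), and under no other. In the model of 1 age with the clock score, chosen after the values were seen, these were 71 and 56. The paper's number of genes shared by the ages at day 2 is 26 and edgeR's was 2, within it with no filter (28) and with DESeq2's Wald test (24) only. As a share of the genes changed at either age the paper's value is 14.5% and edgeR's was 3.92%, within it with no filter (11.8%), with DESeq2's Wald test (13.6%), without 1-month-old day 2 replicate 3 (17.2%) and without 6-month-old control replicate 2 (16.7%), and under no other alternative set beforehand. The paper's methods state DESeq2 as its tool, and DESeq2 run here called 85, 18, 113 and 75 of the paper's genes in the same direction at days 2 and 6 in 1-month-old mice and at days 2 and 6 in 6-month-old mice, where edgeR called 3, 0, 48 and 35.

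Of the genes that Fig. 3 and Fig. 4 print, Cdip1, Wwox, Mdm2, Tnfrsf10b, Aen, Ddias, Eda2r, Phlda3 and Fhit at day 2 in 1-month-old mice and Bax, Bcl2l1, Nfe2l2, Notch1, Zmat3, Trp53inp1, Sesn2, Gas6 and Apoa4 at day 2 and Bax, Apaf1, Zmat3, Trp53inp1, Ephx1 and Fhit at day 6 in 6-month-old mice are called in the authors' deposited table and by DESeq2's Wald test but not by edgeR, as are Ddias and Eda2r at day 6 in 1-month-old mice. The authors' deposited table also calls Notch1 and Ell3 at day 6 in 6-month-old mice, which neither tool called. The paper states that most genes raised or lowered at day 2 in 1-month-old mice were back at the level of controls by day 6. In the counts all but 2 of the 42 higher genes and all 47 lower genes had a log2 fold change of smaller size at day 6, but the median of the higher genes was still 0.83 at day 6, and in the direct test of the days 13 of them had an unadjusted p under 0.05 and 8 passed when adjusted over these genes alone, against 37 and 41 of the lower genes. The paper states that most genes raised at 1 month were also raised at 6 months. At day 2 there, 17 of the 42 rose with edgeR, 20 with DESeq2's Wald test and 21 in the authors' deposited table. A positive log2 fold change was found for 35. The paper finds no enriched pathway at day 6 in 1-month-old mice, where camera, another test that ranks all genes, placed the p53 target genes above the others at an adjusted p of 2.81e-17 and an adjusted p = 0.0582 with an estimated correlation, on a list that is not independent evidence.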

Other observations

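Untreated livers of the ages differed in male-biased adult liver genes and in fetal and juvenile liver genes. Of 20 male-biased adult liver genes, 7 were higher at 6 months and 20 had a log2 fold change above 0 (9 higher when adjusted over the list alone), with a median of 1.25 (camera adjusted p = 1.55e-11, and adjusted p = 0.0573 with an estimated correlation). Mup20, a male pheromone carrier, rose from 731 ± 4.38 CPM (SD, n = 2) to 6566 ± 178 CPM (SD, n = 2), a log2 fold change of 3.17 (standard error 0.301, adjusted p = 6.68e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and C6, a complement component, had a log2 fold change of 2.31 (standard error 0.410, adjusted p = 0.0121 from the same test), both of the list, while the Mup genes have copies that can share reads. Mup1, Mup7, Mup11 and Mup12 of this list are listed at 0 in 6-month-old control replicate 2 and reach 25520 counts, in Mup7, in replicate 1. Without replicate 1 of these controls 5 genes of the list were higher and these 4 lower, and in a model of only the groups compared 4 were higher. Without these Mup genes, left out after their values were seen, 16 of 16 were above 0 at a median of 1.14 (camera adjusted p = 7.22e-16, and adjusted p = 0.0426 with an estimated correlation). Of 10 fetal and juvenile liver genes 3 fell, Igf2bp3, Peg3 and H19 (7 when adjusted over the list alone), with a median of -1.25 (camera adjusted p = 1.41e-12, and adjusted p = 0.00919 with an estimated correlation). In acute phase and inflammation 3 of 20 rose, Saa3, Il1b and Orm2 (10 when adjusted over the list alone), with a median of 0.96 (camera adjusted p = 2.67e-06, and adjusted p = 0.180 with an estimated correlation). Saa3, a serum amyloid protein, was at 5.27 ± 0.680 CPM (SD, n = 2) and 19.0 ± 7.74 CPM (SD, n = 2), a log2 fold change of 1.85 (standard error 0.276, adjusted p = 0.00348 from the same test), and Il1b, the cytokine interleukin-1 beta, had a log2 fold change of 3.04 (standard error 0.360, adjusted p = 0.000631 from the same test). Among lymphocyte markers Cd8a and Nkg7 rose (2 of 11, and 6 when adjusted over the list alone), with a median of 1.30 (camera adjusted p = 8.88e-06, and adjusted p = 0.180 with an estimated correlation), and among stellate cell markers the collagen genes Col1a1, Col1a2 and Col3a1 fell (3 of 11, and 4 when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.0249, and adjusted p = 0.561 with an estimated correlation). Of the fetal and juvenile genes 5 fell without 1-month-old day 2 replicate 1 and 1 without 6-month-old control replicate 2, 5 without the filter on low counts, 5 with DESeq2 and 6 with the clock score as a covariate. Of the acute phase genes 9 rose without the filter and 1 in a model of only the groups compared. For Peg3 the adjusted p was 0.561 without 1-month-old control replicate 2 and 0.377, 0.360, 0.104 and 0.102 without 6-month-old control replicates 1 and 2, day 2 replicate 2 and day 6 replicate 2. For H19 it was 0.123 without 6-month-old control replicate 2. For Orm2 it was 0.248, 0.338 and 0.109 without 1-month-old control replicates 1 and 2 and day 6 replicate 3 and 0.588, 0.106 and 0.104 without 6-month-old control replicate 2, day 2 replicate 2 and day 6 replicate 1. For Cd8a and Nkg7 it was 0.139 and 0.120 without 1-month-old control replicate 1, 0.263 and 0.396 without replicate 2, 0.101 and 0.149 without 6-month-old control replicate 1 and 0.157 and 0.260 without replicate 2. For Col1a1, Col1a2 and Col3a1 it was 0.244, 0.146 and 0.122 without 1-month-old control replicate 2, 0.324, 0.180 and 0.234 without 6-month-old control replicate 1 and 0.211, 0.143 and 0.127 without replicate 2. In a model of only the groups compared the calls of Peg3, Saa3, Orm2 and Nkg7 were lost, and without the 3 libraries of lowest clock score those of Peg3, Orm2, Cd8a and Nkg7.

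Genes of cell division had log2 fold changes below 0 in all 31 tested at day 2 in 6-month-old mice, with a median of -0.74 (camera adjusted p = 9.07e-11, and adjusted p = 0.450 with an estimated correlation), and 0 of 31 passed with edgeR, 1 had an unadjusted p under 0.05, DESeq2 called 0 higher and 0 lower and 0 fell when adjusted over the list alone. From day 2 to day 6 all 31 had values above 0, with a median of 1.04 (camera adjusted p = 1.36e-38, and adjusted p = 0.0888 with an estimated correlation), 16 rose when adjusted over the list alone, and 0 of 31 passed with edgeR, 16 had an unadjusted p under 0.05, DESeq2 called 0 higher and 0 lower. With the replicate block in the 6 libraries of these days the call was lost with an estimated correlation (adjusted p = 0.492). Genes of the interferon response had a median of -0.35 (camera adjusted p = 3.38e-07, and adjusted p = 0.450 with an estimated correlation) at day 2 in 6-month-old mice, where 0 of 22 passed with edgeR, 3 had an unadjusted p under 0.05, DESeq2 called 0 higher and 0 lower, and 1 fell when adjusted over the list alone. Male-biased genes had a median of 1.16 (camera adjusted p = 8.40e-19, and adjusted p = 0.0211 with an estimated correlation) from day 2 to day 6 in 1-month-old mice. Of these 20 genes 0 passed with edgeR, 8 had an unadjusted p under 0.05, DESeq2 called 5 higher and 0 lower and 8 rose when adjusted over the list alone. The list was also higher at 6 months between untreated livers, and a rise with age between these days was not separated from DEN. Genes of fasting and fatty acid oxidation had a median of -0.48 (camera adjusted p = 1.97e-07, and adjusted p = 0.106 with an estimated correlation) at day 6 in 6-month-old mice, and genes of cholesterol and fatty acid synthesis a median of 0.36 (camera adjusted p = 8.65e-08, and adjusted p = 0.278 with an estimated correlation) from day 2 to day 6 at this age. In the pericentral hepatocyte list 2 of 18 genes fell at day 2 in 6-month-old mice, Oat and Glul, which lose the call without 6-month-old control replicate 2 (3 when adjusted over the list alone), with a median of -0.15 (camera adjusted p = 9.82e-05, and adjusted p = 0.345 with an estimated correlation).

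For the lists not yet described, the median log2 difference between the control ages and its camera adjusted p were as follows. They were 0.51 (adjusted p = 0.00369, and adjusted p = 0.359 with an estimated correlation) for immediate early genes, with Fos and Egr2 higher, -0.34 (adjusted p = 0.973) for the circadian clock, -0.37 (adjusted p = 0.0183, and adjusted p = 0.561 with an estimated correlation) for periportal hepatocyte genes, with Pigr higher although the median is negative, and 1.77 (adjusted p = 0.142) for senescence and secreted factors, with Igfbp3 lower although the median is positive. Of these 12 senescence genes 9 had an unadjusted p under 0.05, DESeq2 called 4 higher and 1 lower, and 7 were higher and 3 lower when adjusted over the list alone. For Fos the adjusted p from edgeR's test was 0.115 and 0.362 without 1-month-old control replicates 1 and 2 and 0.192 and 0.146 without 6-month-old control replicates 1 and 2. For Egr2 it was 0.212, 0.441, 0.102, 0.103 and 0.113 without 1-month-old control replicates 1 and 2, day 2 replicates 2 and 3 and day 6 replicate 3 and 0.126, 0.550, 0.109 and 0.101 without 6-month-old control replicates 1 and 2, day 2 replicate 1 and day 6 replicate 2. For Pigr it was 0.191, 0.361 and 0.101 without 1-month-old control replicates 1 and 2 and day 6 replicate 3 and 0.278, 0.257, 0.109, 0.100 and 0.110 without 6-month-old control replicates 1 and 2, day 2 replicate 1 and day 6 replicates 1 and 2. For Igfbp3 it was 0.132 and 0.140 without 1-month-old control replicates 1 and 2 and 0.296 without 6-month-old control replicate 2. Egr2, Pigr and Igfbp3 also lost their calls in a model of only the groups compared, and these genes and Fos without the 3 libraries of lowest clock score. For cell type markers they were -0.27 (adjusted p = 0.177) for hepatocytes, 0.61 (adjusted p = 0.000255, and adjusted p = 0.561 with an estimated correlation) for macrophages, -0.37 (adjusted p = 0.00510, and adjusted p = 0.561 with an estimated correlation) for sinusoidal endothelium, 0.23 (adjusted p = 0.956) for cholangiocytes, 0.88 (adjusted p = 0.175) for neutrophils, -1.46 (adjusted p = 0.0652, and adjusted p = 0.619 with an estimated correlation) for erythroid cells and 0.32 (adjusted p = 0.514) for exocrine pancreas, of which only 2 genes were tested.

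The direct comparison of day 6 with day 2 was repeated on every split of the 6 libraries of an age into 3 and 3. In 1-month-old mice the real split gave 1 gene and the highest other split 0, and in 6-month-old mice 2 and 0. With 10 splits at each age and 1 as large, the splits are too few for a share under 0.05.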
